# Methanol fixed feeder layers altered the pluripotency and metabolism of bovine pluripotent stem cells

**DOI:** 10.1038/s41598-022-13249-3

**Published:** 2022-06-02

**Authors:** Wenqiang Xu, Ruifeng Hao, Jing Wang, Lingna Gao, Xuejie Han, Chen Li, Shu Fang, Hui Zhang, Xueling Li

**Keywords:** Biological techniques, Stem cells

## Abstract

The pluripotency maintenance of pluripotent stem cells (PSCs) requires the suitable microenvironment, which commonly provided by feeder layers. However, the preparation of feeder layers is time consuming and labor exhaustive, and the feeder cells treated with mitomycin C or γ-ray irradiation bring heterologous contamination. In this study, mouse embryonic fibroblasts (MEFs) were treated by methanol to generate chemical fixed feeder cells, and bovine embryonic stem cells F7 (bESC-F7) cultured on this feeder layer. Then the pluripotency and metabolism of bESC-F7 cultured on methanol-fixed MEFs (MT-MEFs) named MT-F7 was compared with mitomycin C treated MEFs (MC-MEFs). The results showed that bESC-F7 formed alkaline phosphatase positive colonies on MT-MEFs, the relative expression of pluripotent markers of these cells was different from the bESCs cultured on the MC-MEFs (MC-F7). The long-term cultured MT-F7 formed embryoid bodies, showed the ability to differentiate into three germ layers similar to MC-F7. The analyses of RNA-seq data showed that MT-MEFs lead bESCs to novel steady expression patterns of genes regulating pluripotency and metabolism. Furthermore, the bovine expanded pluripotent stem cells (bEPSCs) cultured on MT-MEFs formed classical colonies, maintained pluripotency, and elevated metabolism. In conclusion, MT-MEFs were efficient feeder layer that maintain the distinctive pluripotency and metabolism of PSCs.

## Introduction

Pluripotent stem cells (PSCs) derived from the inner cell mass of preimplantation blastocysts or induced by pluripotent factors possess the unlimited potential for self-renewal and the ability to differentiate into multiple somatic cell types^1,2^. Recently, the establishment of naïve pluripotent stem cells and expanded pluripotent stem cells (EPSCs) contributing to both the embryonic and extraembryonic cell lineages in humans, mice, pigs, and cattle has been reported^3–7^. Stable bovine PSC lines are beneficial for studying the mechanisms underlying the pluripotency of domestic animal and very useful in the animal husbandry for genomic selection, gene editing, and production of cattle with high genetic values. Although the feeder-free culture systems established, the feeder layer still has unique advantages in the long-term stable culture of PSCs. Studies has shown that the feeder layers secrete essential nutrients, growth factors, and cytokines that are essential for the self-renewal and pluripotency maintenance of PSCs^8–12^. However, it has also been reported that some of these soluble factors secreted by MEFs are not necessary for maintaining PSCs^13^. The feeder cells also generate extracellular matrix (ECM) proteins that interact with the integrins on the plasma membrane of PSCs, which promote cell adhesion and activate intracellular signaling pathways that are essential for self-renewal and maintenance of PSCs^14–16^. The chemically fixed ECM treated with collagenase not only lost the original surface structure, but also lost the ability to promote the adhesion and proliferation of PSCs^13^.

MEFs treatment with mitomycin C or γ-ray irradiation to arrest their growth and mitosis commonly used as feeder cells for PSCs. However, these MEFs consume nutrients and release metabolic waste into the PSC medium, which may affects the growth and maintenance of PSCs. Moreover, these MEFs are sensitive to drugs for selecting transformed PSCs, unless MEFs were previously transfected by drug-resistant genes^13^. In addition, although feeder-free culture provides a promising alternative, it requires a longer time for colony formation^17,18^ and may induce karyotype instability in the PSCs^19^.

The feeder layers prepared by chemical fixation maintain long-term self-renewal and differentiation potential of mouse and human PSCs^13,18,20^. The advantages to use chemical-fixed feeder cells consist of: (1) the preparation is easy and cost and labor effective; (2) the termination of metabolism of feeder cells leads to no competition for nutrients and oxygen with PSCs; (3) supplying the ready-to-use feeder cells; (4) fixed feeder cells are resistant to drugs and allow to rapidly screening of stably transfected PSCs. On top of the traditional PSC culture based on mitotically inactivated feeders^21,22^ and stem cell culture without feeder layer^23–27^, the chemically fixed feeder layer provides an alternative source for culturing or maintaining of PSCs^28–30^.

PSCs have the unique gene expression patterns and metabolic characteristics, and the maintenance of pluripotent state is related to the activities of important metabolic pathways such as glycolysis and fatty acid de novo biosynthesis^31–33^. The changes in the microenvironment induce differences in the gene expression patterns of PSCs that may affect their pluripotency and differentiation potentials. Previous studies focused on the maintenance of pluripotency and differentiation potential of the PSCs grown on the feeder layers treated with chemical reagents^13,18,20^. In this study, we analyzed the pluripotency and metabolism of PSCs on chemical-fixed feeder cells from the perspective of global gene expression profile and metabolic characteristics, which will provide a reference for the optimization of the culture system for PSCs.

## Materials and methods

### Animals

Using C57 mice to make mouse embryonic fibroblasts (MEFs) was approved by the Animal Care and Use Committee of Inner Mongolia University. The experimental procedures that are involved in animal samples based on the guidelines and regulations approved by the Animal Research Committee of Inner Mongolia University. All methods are reported in accordance with ARRIVE guidelines (https://arriveguidelines.org) for the reporting of animal experiments.

### Feeder layer preparation

The mitomycin C treated MEFs (MC-MEFs) were prepared as traditional procedures: Primary MEFs from C57 mice were thawed and cultured at 37 °C and 5% CO_2_ in DMEM medium supplemented with 10% fetal bovine serum and 1% penicillin/streptomycin. The 3rd passage primary MEFs at 90% confluence were treated with 12 μg/mL mitomycin C for 3 h, and then preserved in liquid nitrogen. The feeder MEFs were thawed quickly, seeded in petri dishes coated with gelatin and cultured in DMEM medium at 37 °C and 5% CO_2_ for 12–24 h. Then, MEFs were washed with Dulbecco’s Phosphate-Buffered Saline (DPBS) and replaced with bESC culture medium before plate bESCs.

The methanol fixed MEFs (MT-MEFs) were prepared as follows: MEFs grown in DMEM medium until they reached 90% confluence in 35-mm petri dishes (Corning, USA). Then, the MEFs were washed with DPBS, and submerged in pure methanol (prechilled at 4 °C) at room temperature for 10 min. Then, after removing the methanol, the dried MT-MEFs were stored at room temperature, rinsed with DPBS, and replaced with bESC medium before bESCs culture.

The petri dishes with MT-MEFs could reused up to 3 times. After the stem cells were dissociated, the dishes were washed twice with DPBS to remove the floating residues, and dried in a ventilated place with the lids opening, then cover the lids and sealed with a sealing film to prevent moisture absorption before storage (at 4 °C).

### Culturing of bovine ESCs on MC-MEFs and MT-MEFs

The bESC-F7 cells (abbreviated as F7) was established from in vitro fertilized (IVF) bovine embryos as previously described^34^. The culture medium comprised of the Customized mTeSR1 basal medium (free of growth factors, Stem cell), recombinant human fibroblast growth factor (rhFGF, 20 ng/mL, Peprotech, USA) and classical WNT signaling pathway inhibitor IWR1 (2.5 μM, Sigma Aldrich, USA), as previously described (CTFR)^35^.

The F7 cells grown on MC-MEFs at 37 °C and 5% CO_2_, were named as MC-F7. The culture medium was refreshed every day. The cells were dissociated with TrypLE (Gibco, USA) when they reached about 70% confluence (at 5th days). The fresh medium supplemented with 10 μM ROCK inhibitor Y-27632 to improve cell viability. The dissociated cells were placed in a 100-mm gelatin-coated petri dish for 25 min. The floating cells were collected for real-time quantitative polymerase chain reaction (RT-PCR), western blotting, and RNA-seq experiments.

The F7 cells cultured with MT-MEFs at 37 °C and 5% CO_2_, were named as MT-F7. The culture medium was refreshed every other day. The culture conditions and other procedures were same as those used for the MC-F7 cells.

### Alkaline phosphatase staining

Alkaline phosphatase (AP) staining was performed using the BCIP/NBT AP chromogenic kit (Beyotime, China). Briefly, the stem cells were washed twice with prechilled DPBS at 4 °C, and then fixed with 4% paraformaldehyde (Solarbio, China) at 21–26 °C for 15 min. The cells were then incubated with the staining solution for 30 min in the dark at room temperature. After rinsing twice with DPBS, the cells were photographed using an inverted light microscope (Nikon, Japan).

### Growth curve of bESCs

The CCK-8 cell count kit (Solarbio, China) was used to evaluate the growth rate of bESCs. In brief, 3 × 10^3^ cells were passaged onto MC-MEFs or MT-MEFs in a 48-well plate. The MC-MEFs or MT-MEFs in CTFR medium were used as parallel blank controls. Then, 20 μl of CCK-8 reagent was added into each well and incubated at 37 °C and 5% CO_2_ for 3 h. The absorbance was measured at 450 nm every 24 h for 3 days. The growth rate was calculated using the ratio of OD value at D (n)/D (n − 1).

### RT-PCR analysis

Total RNA was extracted from the cultured PSCs using the Arcturus PicoPure RNA Isolation Kit (Thermo Fisher Scientific, USA) and reverse transcribed with the PrimeScript RT Reagent Kit with gDNA Eraser (Takara, Japan) according to the manufacturers protocols. Then, quantitative real-time polymerase chain reaction (RT-PCR) was performed using the KAPA SYBR FAST Universal RT-PCR master mix (Kapa Biosystems, South Africa) according to the manufacturers protocol. The RT-PCR primers were designed using the Primer Premier 5 software (Premier, Canada) and their specificity was tested using Primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). Then, the primers were synthesized by BGI Co., Ltd (China). The primer sequences are shown in Supplementary Table S1. The gene expression levels were determined using the 2^−△△CT^ method relative to the house keeping genes such as HMBS^36^, or ACTB.

### Western blotting

Total protein lysates were prepared from cells by incubating for30min with the Mammalian Protein Extraction Reagent (Beyotime, China) and PMSF (Beyotime, China) protease inhibitor at 4 °C. The protein extracts were centrifuged at 14,600×*g* for 5 min. The supernatants were transferred into a clean tube and centrifuged at 14,600×*g* for 5 min. Then, protein lysates were mixed with 5× protein loading buffer, boiled at 100 °C for 5 min, and incubated on ice for 5 min. The SDS–polyacrylamide gel electrophoresis of protein ladder (Thermo Fisher, USA), internal reference proteins and target proteins was performed at the same time, and the complete gels including visible protein ladder with colored bands and invisible undeveloped blots. Before hybridizing with antibodies, the full-length gel according to the molecular weight of the target proteins was cut and ensured including the target proteins. The separated proteins were transferred onto polyvinylidene fluoride (PVDF) membrane (Millipore, USA) which then blocked with 5% skimmed milk in 1× TBST. Then, the blots were incubated with primary antibodies (anti-SOX2 (1:100, Cell Signaling Technology, USA), anti-OCT4 (1:100, Santa Cruz Biotechnology, USA), anti-CDX2 (1:100, Cell Signaling Technology, USA), anti-β-Actin (1:100, Boster, USA), anti-GAPDH (1:100, Cell Signaling Technology, USA)) overnight at 4 °C. The blots were then incubated with secondary antibodies, goat anti-rabbit (1:500, Abcam, UK), or goat anti-mouse (1:500, Millipore, USA) for 1 h at 37 °C. The blots were developed with ECL chemiluminescence reagent (CWBio, China) and photographed using the Chemiluminescence imager (Tanon-5200, China).

### Immunofluorescence staining

The cells were fixed with 4% paraformaldehyde (PFA, Solarbio, China) for 10 min at room temperature, permeabilized with DPBS containing 1% (v/w) Triton X 100 (Solarbio, China) for 30 min, and blocked with 10% (V/V) goat serum in DPBS for 1 h. After washing, the cells were incubated overnight at 4 °C with following antibodies in blocking buffer: anti-SOX2 (1:100, Cell Signaling Technology, USA), anti-OCT4 (1:100, Santa Cruz Biotechnology, USA), anti-NANOG (1:100, Peprotech, USA), anti-CDX2 (1:100, Cell Signaling Technology, USA), anti-SMA (1:100, Abcam, UK), anti-AFP (1:100, Abcam, UK), and anti-GFAP (1:100, Dako, Denmark) antibodies. Then, after washing thrice with DPBS, the cells were incubated for 1.5 h at 21–26 °C with the following secondary antibodies (diluted 1:500 in the blocking buffer), goat anti-rabbit (Abcam, UK), goat anti-mouse (Millipore, USA), and goat anti-rabbit IgG (Life Technologies, USA). The negative control cells were directly incubated with the secondary antibodies to eliminate any false positives. Then the samples were stained with DAPI (0.5 mg/mL, Beyotime, China) in DPBS for 5 min. Then, the cells were washed thrice with DPBS and mounted on glass slides with the anti-fading solution (Solarbio, China). The fluorescent signals of the samples were visualized using the Nikon A1 confocal laser-scanning microscope (Nikon, Japan).

### In vitro differentiation of bovine ESCs on MC-MEFs and MT-MEFs

The bESCs were cultured with the first-stage differentiation medium (90% IMDM (Thermo Fisher Scientific, USA) plus 10% FBS) for 6–7 days. Fresh medium was added every 2 days. Then, the embryoid bodies were suspended in the second-stage differentiation medium (90% DMEM plus 10% FBS) and transferred to glass slides that incubated with gelatin for adherent growth. The differentiation medium was changed every day. After 3 weeks, the differentiated cells were subjected to immunofluorescence staining as described in the previous section with antibodies against SMA, AFP, and GFAP to determine the differentiation status.

### RNA sequencing analysis

Total RNA was extracted by the Arcturus™ PicoPure™ RNA Isolation Kit (Thermo Fisher Scientific, USA) according to the provided procedure. NanoDrop 2000c Spectrophotometer (Thermo Fisher Scientific, USA) was used to determine the quality and quantity of RNA. 1 mg of total RNA and the PrimeScript™ RT Reagent Kit with gDNA Eraser (Takara, Japan) were applied to reverse transcription and cDNA synthesis. The RNA sequencing library was prepared using Illumina NEBNext Ultra RNA Library Prep Kit (NEB, USA) according to the manufacturers protocols. Then, the library quality was assessed and 150 bp paired-end reads were generated by Illumina sequencing. The image data from the sequenced fragments was processed through a high-throughput sequencer and converted into sequence data in the fastq format (reads). High quality data was obtained after filtering. The reference genome and gene model annotation files were downloaded from the open genome website (Ensembl). Hisat2 v2.0.5. Software (http://daehwankimlab.github.io/hisat2/) was used to build the index of the reference genome. The clean paired end reads were aligned to the reference genome. The read numbers mapping to each gene were calculated using the Feature Counts v1.5.0-p3 software. TMM (Trimmed Mean of M-values) was employed to standardize the counting data of the reads. EdgeR was used to analyze the differentially expressed genes (DEGs). P-values were adjusted for the false discovery rate (FDR). The genes with fold changes greater than 1 and P-value < 0.05 were marked as differentially expressed. Cluster Profiler was used for Gene Ontology (GO) and KEGG enrichment analysis of differentially expressed genes. The RNA-seq data was converted into TPM and used for analysis of relative gene expression.

### Statistical analysis

The data was represented as the average ± SEM values of at least three technical replicates. The statistical analysis was performed using the GRAPHPAD PRISM 5 software (GraphPad Software Inc., USA). Student’s double-tailed t-test was performed to determine the statistical significance between the groups. P < 0.05 was considered as statistically significant. *denotes P = 0.01–0.05, **denotes P = 0.001–0.01, and ***denotes P < 0.001.

## Results

### The methanol fixed feeder layers maintain the pluripotency and differentiation potential of the bESCs

To detect the effects of feeder cells on bESCs, we first remove feeder cells from the culture and plate the cells on the gelatin treated plates (feeder-free). When bESCs were transferred from MC-MEFs to feeder-free plate, the attachment of F7in the CTFR system was decreased significantly, and the cells did not survive after passaging. When bESCs were transferred from MC-MEFs to MT-MEFs, the cells easily adapted to the new culture condition. The MT-F7 cells were stable and could be cryopreserved, thawed and resuscitated normally up to 23 passages. The characteristic analyses were carried out after passaged 10 and 15 generations (Fig. 1a). MT-F7 cells were slightly flatter than the MC-F7 cells, but the growth rate and alkaline phosphatase (AKP) staining were comparable (Fig. 1b–d). The morphology of MEFs treated with pure methanol appeared to be wrinkled and dehydrated (Fig. 1c), and can be reused up to three times.

**Figure 1:**
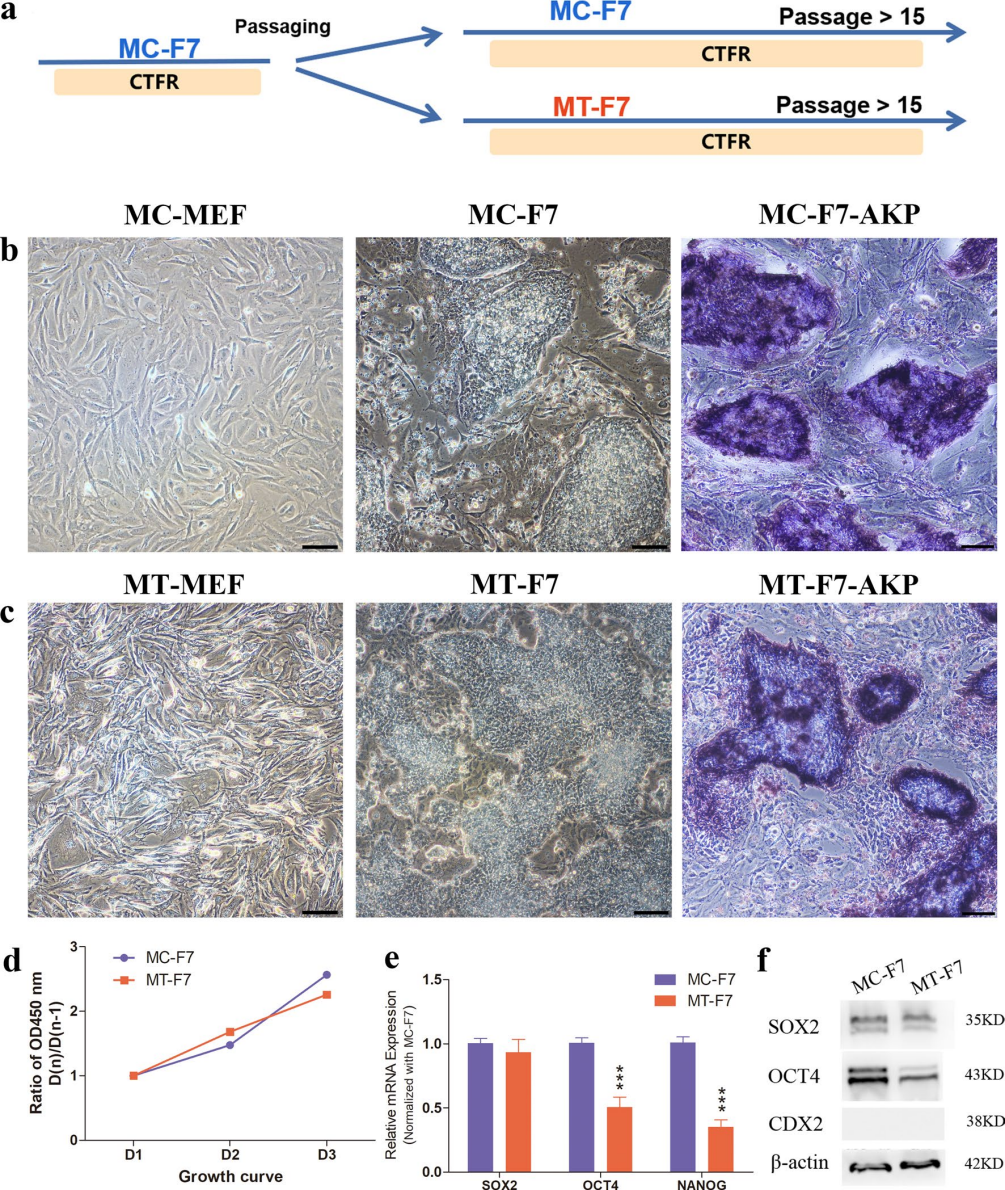
Characterization of bovine ESCs grown on mitomycin C treated and methanol fixed feeder cells. (**a**) Schematic diagram shows the experimental strategy for analyzing bESCs grown on mitomycin C-treated mouse embryonic fibroblasts (MC-MEFs) and methanol-treated MEFs (MT-MEFs). (**b**) The morphology and AKP staining of MC-MEFs and the F7 grown on MC-MEFs (MC-F7). Bar = 100 μm. (**c**) The morphology and AKP staining of MT-MEFs and F7 grown on MT-MEFs (MT-F7). Bar = 100 μm. (**d**) Growth curves of MC-F7 and MT-F7 cells. (**e**) Real-time quantitative polymerase chain reaction (RT-PCR) analysis shows the expression of the key pluripotency regulatory factors OCT4, SOX2, and NANOG in MC-F7 and MT-F7 cells. (**f**) Western blotting analysis shows the protein expression of OCT4, SOX2 and CDX2 in MC-F7 and MT-F7 cells.

RT-PCR analysis showed that the OCT4 and NANOG mRNA levels were slightly reduced in the MT-F7 cells compared to the MC-F7 cells (Fig. 1e). Western blotting and immunofluorescence staining analyses showed that MT-F7 cells are expressing most of the pluripotent regulatory factors such as OCT4, SOX2 and NANOG, but not CDX2 (Figs. 1f, 2a, Fig. S1a,aʹ). RT-PCR analysis showed that the expression levels of pluripotency regulatory genes such as KLF5, DNMT1 and DNMT3A were significantly increased in the MT-F7 cells compared to the MC-F7 cells, whereas the expression levels of DNMT3B, STELLA, TFCP2L1, and REX1 were significantly decreased in the MT-F7 cells (Fig. 2b).

**Figure 2:**
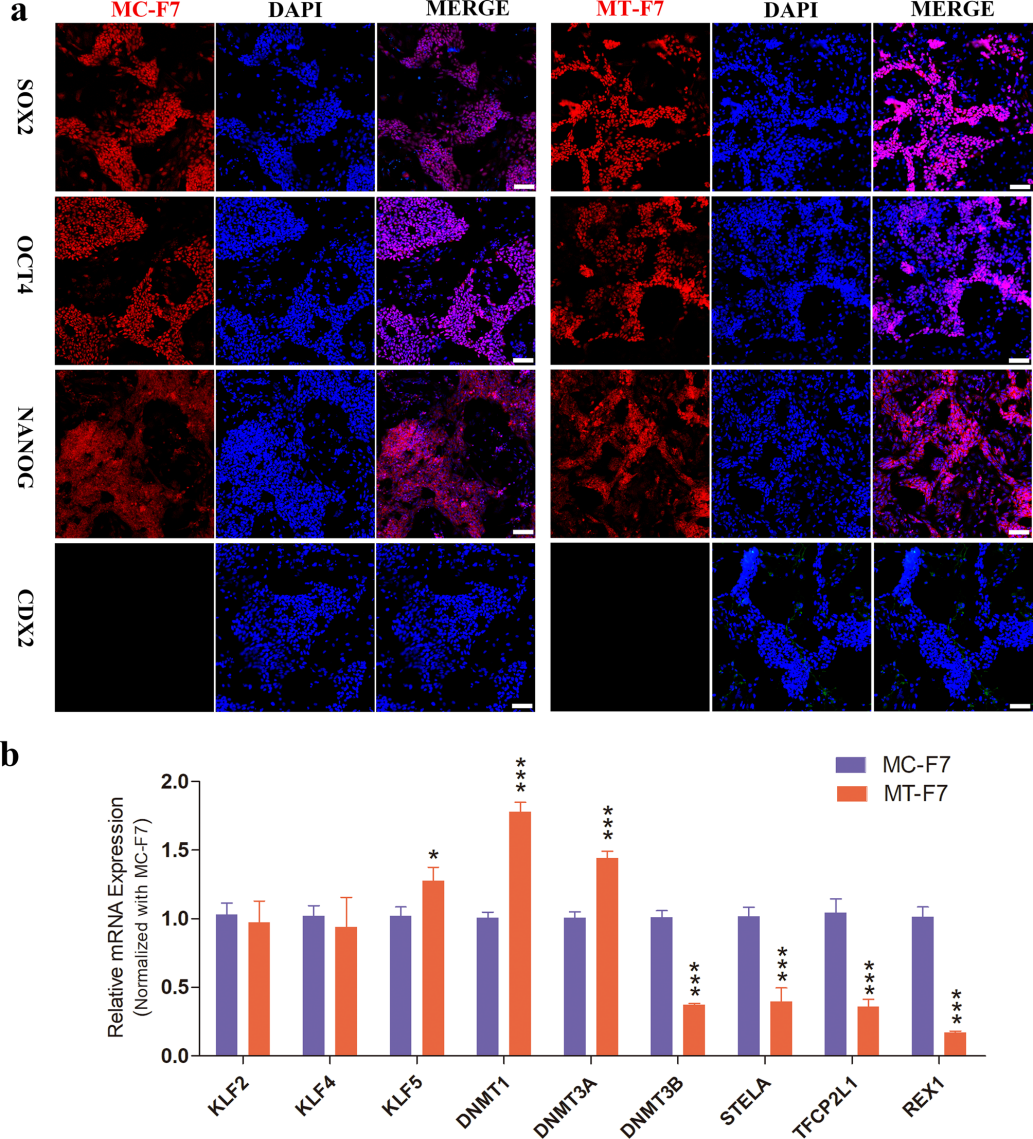
Immunofluorescence and RT-PCR analyses bESCs on methanol-fixed feeder layer. (**a**) Immunofluorescence staining images show the expression of SOX2, OCT4, NANOG, and CDX2 proteins in MC-F7 and MT-F7 cells. Bar = 100 μm. (**b**) RT-PCR analysis shows the expression levels of pluripotent markers such as KLF5, DNMT1, DNMT3A, DNMT3B, STELLA, TFCP2L1, and REX1 in the MC-F7 and MT-F7 cells.

The differentiation ability of the F7 grown on two different feeder layers (MC-MEFs and MT-MEFs) was tested by differentiating the bESCs at 23rd passage into embryoid bodies (EBs) (Fig. 3a–c). MT-F7 cells showed significantly higher expression of endodermal (AFP), mesodermal (SMA) and ectodermal (GFAP) marker proteins (Fig. 3d). This suggested that F7 grown on the chemically fixed feeders retained significant differentiation potential. In summary, long-term growth of bESC cells on the methanol-fixed feeder layer maintained pluripotency.

**Figure 3:**
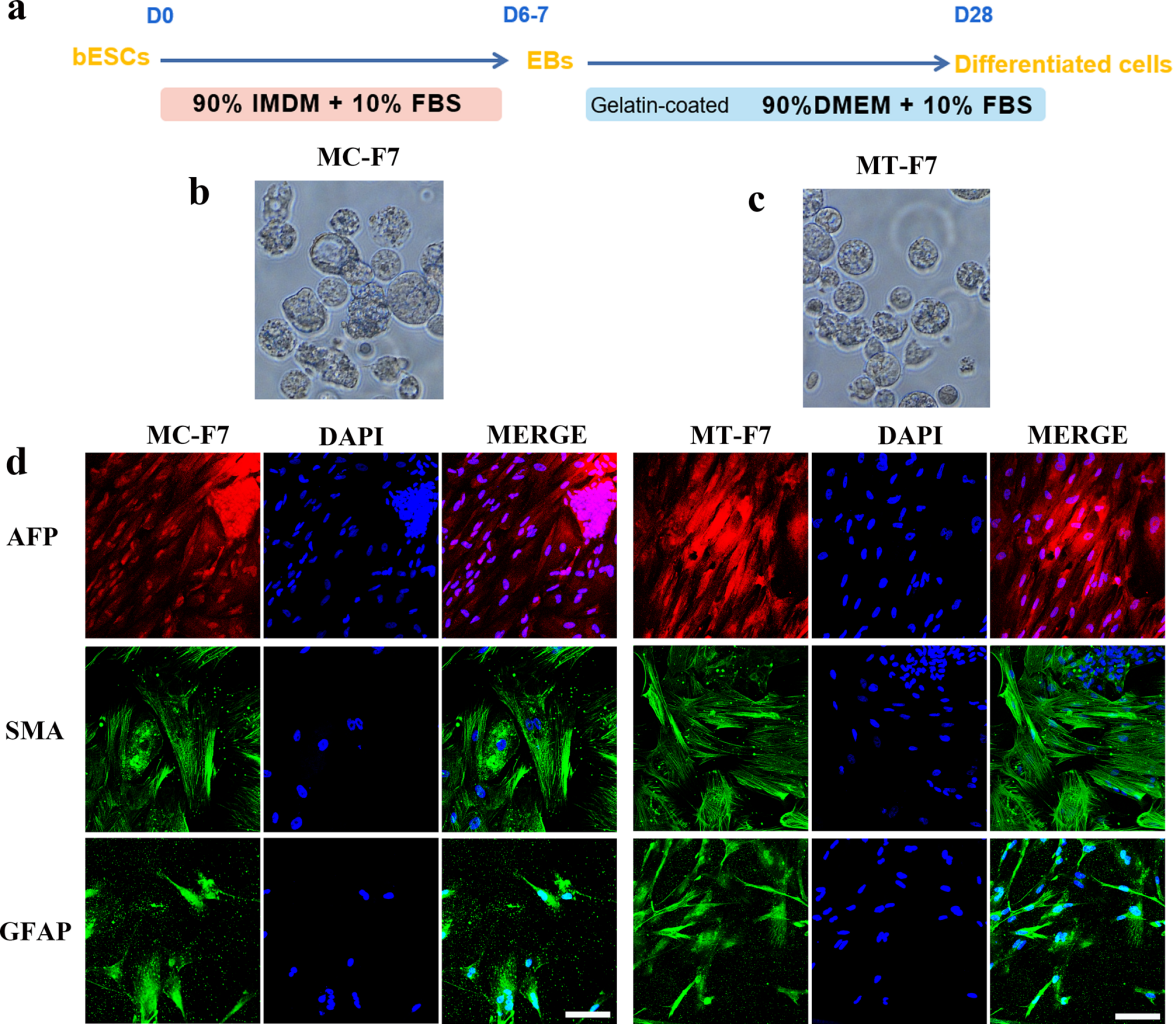
The bovine ESCs cultured on methanol-fixed MEFs show long-term differentiation potential. (**a**) Schematic diagram shows the experimental strategy for differentiation of bESCs. (**b,c**) The embryoid bodies (EBs) genrerated from MC-F7 and MT-F7 cells. (**d**) The differentiated MT-F7 and MC-F7 cells show high expression levels of endodermal (AFP), mesodermal (SMA), and ectodermal (GFAP) marker proteins. Bar = 100 μm.

### The global expression profile of bESCs cultured on methanol fixed feeder layers and comparative analyses with bESCs cultured on mitomycin C treated feeder layers

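F7 is a line of bovine embryonic stem cells (bESCs). The RNA came from F7 grown on mouse embryonic fibroblasts treated with mitomycin C, which stops their division (MC-F7), and from F7 grown on fibroblasts fixed with methanol, which kills them (MT-F7). Each group had 3 libraries, and the deposited description of the experiment gives 15 passages for both groups. By the paper's methods, the medium was changed every day for MC-F7 and every other day for MT-F7. Feeding therefore differed together with the feeders in every comparison given here. The authors aligned the reads to the Bos taurus genome with Hisat2, counted the reads on each gene with featureCounts, and deposited the raw counts by Entrez gene identifier together with a second table of values that they call TPM. The count table held 19163 genes, of which 2940 had 0 counts in all 6 libraries. Between 21958386 and 24933430 reads per library were counted on genes, with a median of 23063522 in MC-F7 and 24930900 in MT-F7. The smallest amount taken as detected was 3 counts, which is 0.12 to 0.137 counts per 1000000 counts (CPM) at these depths. Such limits cover counting error only, because reads copied from the same molecule cannot be told apart in counts. Genes of the mitochondrial genome took 21.5% ± 6.16 of the counts in MC-F7 and 23.0% ± 4.97 in MT-F7 (SD, n = 3), with the highest share in replicate 3 of both groups. The labels name no sequencing batch, and the paper's text does not say whether replicates with the same number were handled together. Its statistics section describes the data as averages of at least 3 technical replicates, and whether the 3 libraries of a group came from separate cultures is not stated. If they did not, the SDs and p values given here do not cover variation between cultures. The deposited TPM values of 1 library added up to between 155595 and 165666, not to 1000000. The ratio of the deposited TPM to the count was the same in all 6 libraries for 9637 of the 9638 genes with at least 50 counts in every library, so library size is still in these values. The mean MT-F7 library was 1.08 times the mean MC-F7 library. The raw counts were therefore normalized with edgeR's TMM method, and 13001 genes that passed edgeR's filterByExpr were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment. Expression levels are given as CPM (mean ± SD, n = 3 libraries), and a positive log2 fold change means a higher level in MT-F7. An exact permutation test of 3 libraries against 3 cannot give a two-sided p below 0.1, so each p comes from the model fitted across all genes.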

RNA-seq was performed to compare the global RNA expression of bESCs grown on MC-MEFs and MT-MEFs. More than 85% of the readings of MC-F7 cells mapped to the reference genome (Bos taurus), thereby demonstrating that the RNA sequencing data was highly reliable and repeatable (Fig. 4a). Furthermore, the overall alignment rate of the MT-F7 cells was greater than 96% (Fig. 4a). This suggested that the growth on the chemically fixed feeder cells reduced feeder cell contaminations in the PSC cultures, which is very useful for single cell sequencing or other deep analyses. 

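Pearson's r was computed between each pair of libraries across the 21357 genes of the TPM table, on log2(TPM + 1). These are correlations across genes within libraries, and genes are not independent replicates. Between an MC-F7 and an MT-F7 library, r was 0.972 to 0.982, with a mean of 0.977 (SD 0.00365) over 9 pairs. Among the MC-F7 libraries r was 0.989 to 0.996, and among the MT-F7 libraries it was 0.989 to 0.997, with 3 pairs in each group. On this scale every pair within a group was more alike than any pair across the groups. Without a logarithm this did not hold, since r was 0.980 between replicate 3 of MC-F7 and replicate 3 of MT-F7 and 0.971 between replicates 1 and 3 of MC-F7. The alternative that moved the mean between the groups most was to keep only the 7418 genes with a mean TPM of at least 1, which gave a mean r of 0.948 between the groups, 0.985 within MC-F7 and 0.982 within MT-F7.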

Pearson correlation analysis showed that the global transcriptional profile of the F7 grown on the two distinct kinds of feeder layers were similar (Fig. 4b). 

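In 5198 of the 13001 tested genes (40%), the 3 CPM values of one group all lay above the 3 of the other, where chance gives 10%. The common dispersion of the counts was 0.0342. After each gene's group mean was taken away, the deviations of MC-F7 and MT-F7 libraries with the same replicate number had a correlation across genes of 0.134 for replicate 1, 0.0445 for replicate 2 and 0.417 for replicate 3. Replicate 3 of the 2 groups therefore shared part of its variation.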

Heatmap and fold change values of the 1962 DEGs (|log2FC |> 1.5; P value < 0.05) showed that the gene read counts were consistent between the samples (Fig. 4c,d). 

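With a limit of 1.5 on the absolute log2 fold change and an unadjusted p under 0.05, 856 of the 13001 tested genes were differentially expressed, 454 higher and 402 lower in MT-F7. With the p adjusted for the false discovery rate, as the methods describe, 822 genes passed the same fold change limit, 432 of them higher and 390 lower. At an adjusted p under 0.05 with no limit on the fold change the count was 3016, of which 1553 were higher and 1463 lower. The methods name a fold change over 1 in place of 1.5, and a limit of 1 on the absolute log2 fold change raised the count by the unadjusted p to 1694 genes, 909 higher and 785 lower. With the limit of 1.5, the deposited TPM values tested with limma gave 76 genes on log2(TPM + 1) and 362 on log2(TPM + 0.1). Among genes with a mean of at least 1 CPM, an adjusted p under 0.05 and groups that did not overlap, the 10 with the largest changes were DKK1, CDH9, HMX1, MAB21L1, MAB21L2, HCRT, CAPN6 and CRYBB3, all higher in MT-F7, and MIR214 and LEFTY2, both lower. DKK1 (Entrez gene 504445) had 0, 0 and 0 counts in the MC-F7 libraries and 7.46 ± 2.51 CPM in MT-F7, which is at least 56.7-fold higher. CAPN6 (539360) rose from 2.25 ± 0.374 to 58.6 ± 15.1 CPM, with a log2 fold change of 4.7 (standard error 0.237, adjusted p = 3.5e-07). HCRT (281222) rose from 1.78 ± 0.960 to 53.9 ± 10.5 CPM, and MIR214 (791039) fell from 3.23 ± 0.688 to 0.0931 ± 0.0578 CPM.

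**Figure D1:**
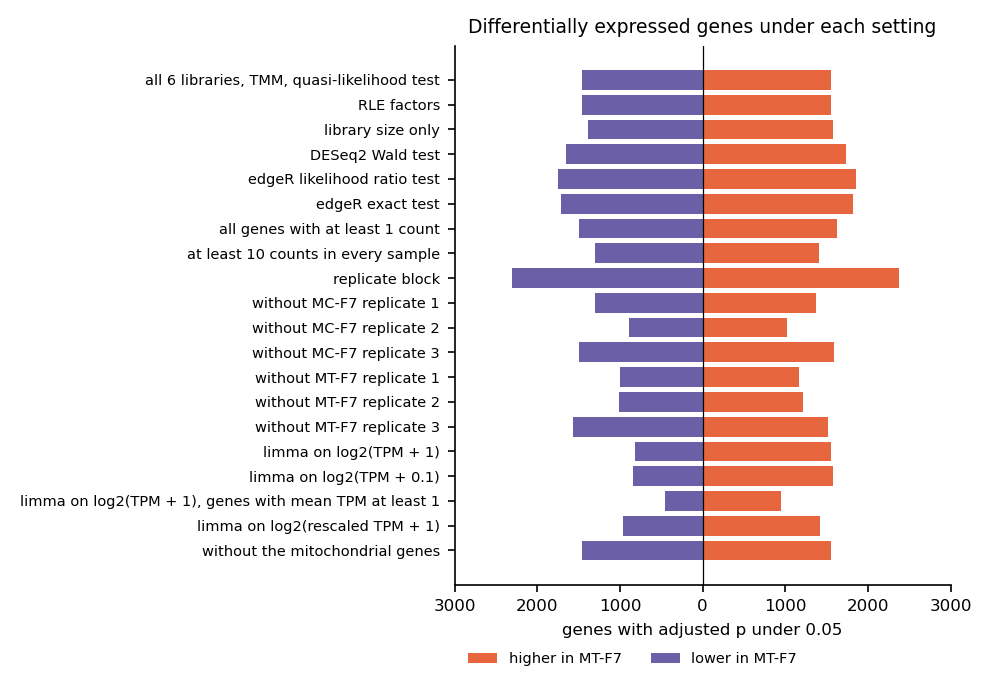
Number of genes with an adjusted p under 0.05 (horizontal axis) higher (right) or lower (left) in MT-F7 than in MC-F7 for each normalization, test, filter or set of libraries (vertical axis). The count was 3016 with all 6 libraries and the main test, 4674 with the replicate number as a block, and 1914 to 3093 when 1 library was left out.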

The volcano map showed that 1962 genes were differentially expressed (increased expression of 1020 genes and decreased expression of 942 genes) in the MT-F7 cells compared to the MC-F7 cells (Fig. 4d). The top GO terms for upregulated DEGs of MT-F7 cells were the cell surface receptor signal pathway, cell development, organogenesis, and G protein coupled receptor signal pathway (Fig. 4e). 

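The enrichment was not recomputed here. Of the genes that the paper lists under the cell surface receptor signaling pathway (Table S4), 41 were tested. All 41 were higher in MT-F7, and 36 had an adjusted p under 0.05. Their log2 fold changes ran from 1.01 to 4.8 with a median of 1.52, and in 40 of them the 3 MT-F7 values all lay above the 3 MC-F7 values. With the p adjusted over these 41 genes alone, all 41 passed, but the genes were picked by the paper from the same libraries.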

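The genes that the paper lists under carbohydrate metabolic and catabolic processes (Table S4) include ENO1, GAPDH, PFKL, PGK1, LDHA and FBP1. All 21 were tested and all were lower in MT-F7. Their log2 fold changes ran from -4.05 to -1.01 with a median of -1.36. An adjusted p under 0.05 was reached by 18 of them, and FBP1, PPP1R3C and PHLDA2 did not reach it. In each of the 21 genes the MT-F7 libraries all lay below the MC-F7 libraries. The paper picked these genes as lower from the same libraries, so their shared direction is no independent evidence.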

The top GO terms for the downregulated DEGs included the carbohydrate metabolic process and carbohydrate catabolic process (Fig. 4f). The enriched KEGG pathways for the upregulated DEGs of MT-F7 cells were the Ras signaling pathway, Hippo signaling pathway, Wnt signaling pathway, signaling pathways regulating pluripotency of stem cells, Relaxin signaling pathway, and TGF beta signaling pathways (Fig. 4g). 

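Of the 21 Hippo pathway genes named in Table S4, all were higher in MT-F7 and 20 had an adjusted p under 0.05. WNT5A was the exception (a log2 fold change of 1.12 (standard error 0.402, adjusted p = 0.063)). Their log2 fold changes ran from 1.04 to 5.35 with a median of 1.55. Table S4 names 26 genes of the Ras signaling pathway, of which 25 are in the count table, and 20 of these had an adjusted p under 0.05. The 25 log2 fold changes ran from 1.03 to 4.14 with a median of 1.43. Both lists were picked by the paper as higher from the same libraries, so their shared direction was fixed beforehand. The Wnt, pluripotency, Relaxin and TGF beta pathways were not analysed here, because their genes are not listed in the paper's text or tables.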

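Cell adhesion molecules and genes of the HIF-1 signaling pathway were lower in MT-F7 throughout the genes that the paper names for them (Table S4). This direction was fixed beforehand, because the paper picked the genes as lower from the same libraries. Of 20 cell adhesion genes, 19 are in the count table and BLA-DQB is not. All 19 were lower, with log2 fold changes from -3.88 to -1.02 and a median of -1.43, and 17 had an adjusted p under 0.05. SIGLEC1 (adjusted p = 0.091) and ITGA9 (adjusted p = 0.059) did not. Of 17 HIF-1 pathway genes, 16 had an adjusted p under 0.05, and NOS2 did not (a log2 fold change of -1.02 (standard error 0.425, adjusted p = 0.10)). The median log2 fold change of these 17 genes was -1.51.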

The enriched KEGG pathways for downregulated DEGs included cell adhesion molecules, HIF-1 signaling pathway, and glycolysis/gluconeogenesis (Fig. 4h).

**Figure 4:**
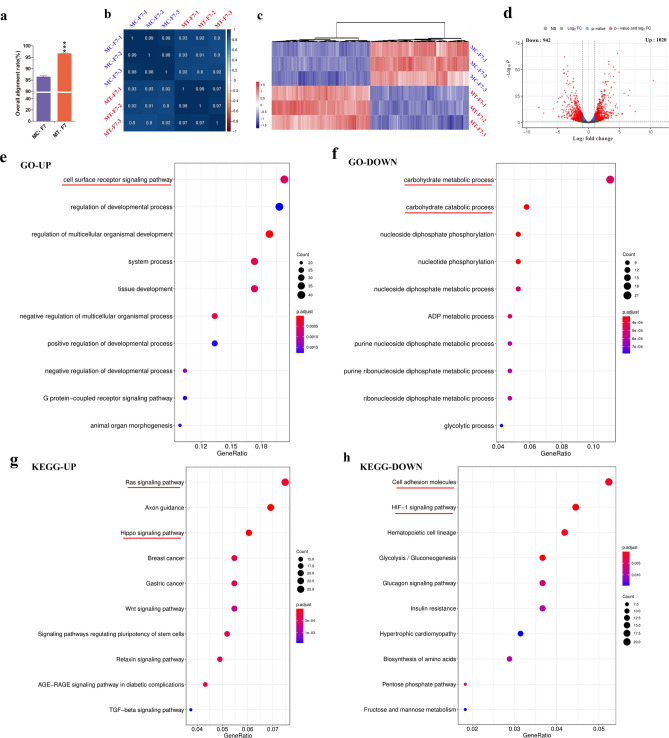
Global gene expression profile of MT-F7 and MC-F7 cells based on RNA-seq analysis. (**a**) The overall alignment rate of MT-F7 cells was greater than that of MC-F7 cells (96% vs. 85%). (**b**) Pearson correlation analysis showed similar global transcriptional profiles among samples of MC-F7 and MT-F7 cells. (**c**) Heatmap shows the fold changes of 1962 DEGs (|log2FC |> 1.5; P value < 0.05) in MT-F7 cells compared to the MC-F7 cells. The gene read counts were consistent between the MT-F7 and MC-F7 samples. (**d**) The volcano map shows significantly higher expression of 1020 genes and reduced expression of 942 genes in the MT-F7 cells compared to the MC-F7 cells. (**e–h**) The top 10 GO terms and KEGG pathways (up and down) based on the differentially expressed genes (DEGs) between MC-F7 and MT-F7 cells. The enriched GO terms or KEGG pathways with the most gene counts and Gene Ratio were analyzed at the genetic level (above the red lines).

Next, we verified the expression of 25 genes that related to pluripotency and the key catalytic enzymes of major metabolic pathways in bESCs by RT-PCR. The relative expression fold changes of these genes in RNA-seq and RT-PCR were compared. The results were consistent between these two assays for the up- or down-regulated genes, although fold changes were not exactly same (Fig. S2a). The correlation co-efficient between RNA-seq and RT-PCR results was 0.7976 (Fig. S2b). This confirmed the credibility of the RNA-seq data in this study.

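Among the 25 genes compared in Fig. S2a, the RNA-seq counts of 18 were lower and those of 7 higher in MT-F7. An adjusted p under 0.05 was reached by 9 of them, and by 10 when the p was adjusted over the 25 genes alone. DNMT1 was the only one of the 9 that was higher, with a log2 fold change of 0.62 (standard error 0.147, adjusted p = 0.0086). Among the lower genes, POU5F1 (OCT4, Entrez gene 282316) fell from 1196 ± 329.5 to 522 ± 35.6 CPM, with a log2 fold change of -1.19 (standard error 0.207, adjusted p = 0.0012). NANOG (538951) fell from 43.5 ± 9.03 to 10.7 ± 1.23 CPM, with a log2 fold change of -2.02 (standard error 0.192, adjusted p = 1.1e-05). DNMT3B fell from 448 ± 37.2 to 195 ± 33.9 CPM, with a log2 fold change of -1.20 (standard error 0.168, adjusted p = 2.5e-04). The log2 fold change was -0.89 for HK1, -0.63 for PKM and -0.82 for ME1, and the remaining 2 genes were GAPDH and LDHA. PKM passed in 3 of the 6 fits that each left out 1 library. KLF5, CS and PCK2 were lower in MT-F7, with log2 fold changes of -0.12, -0.11 and -0.45 (adjusted p = 0.75, 0.69 and 0.084). KLF5 and CS were above 0 when the deposited TPM values were tested with limma, and PCK2 passed with the replicate number as a block (adjusted p = 0.014). KLF2 and KLF4, with 0.527 ± 0.199 and 1.55 ± 0.615 CPM in MC-F7, had log2 fold changes of -0.46 and -1.14 and standard errors of 0.685 and 0.615, so only large changes could be detected in them. With the replicate number as a block 13 genes passed, 3 higher and 10 lower. The deposited TPM values tested with limma gave 7, of which 3 were higher and 4 lower. The RT-PCR values were not analysed here, so the correlation between the 2 assays was not recomputed.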

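Among markers of the naïve state of pluripotency, DUSP5, DUSP10, CD9, ZFP42 (also known as REX1) and TFE3 had enough counts to be tested, and all 5 were lower in MT-F7 at an adjusted p under 0.05, over all genes and over the list alone. ZFP42 (Entrez gene 100138651) fell from 21.0 ± 6.14 to 3.16 ± 0.748 CPM, with a log2 fold change of -2.73 (standard error 0.262, adjusted p = 1.3e-05). CD9 (280746) fell from 570.0 ± 211 to 224 ± 51.9 CPM, with a log2 fold change of -1.35 (standard error 0.265, adjusted p = 0.0029). DUSP5 (507061) fell from 2.18 ± 1.01 to 0.681 ± 0.115 CPM, with a log2 fold change of -1.67 (standard error 0.434, adjusted p = 0.014), and passed in 5 of the 6 fits that each left out 1 library. DUSP10 (541175) had a log2 fold change of -1.0 (standard error 0.202, adjusted p = 0.0034). TFE3 (520800) fell from 132 ± 13.2 to 90.4 ± 2.98 CPM, with a log2 fold change of -0.55 (standard error 0.144, adjusted p = 0.015), and passed in 2 of those 6 fits. In each of the 5 genes the MT-F7 libraries all lay below the MC-F7 libraries. DNMT3L and DPPA2 were too low for the test. DNMT3L had 15, 26 and 8 counts in MC-F7 and 2, 0 and 1 in MT-F7, at least 5.81-fold lower, and with all genes that had at least 1 count its adjusted p was 0.0049. DPPA2 had 0, 0 and 5 counts in MC-F7 and 0, 0 and 0 in MT-F7, so no difference was detectable at this depth.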

RNA-seq analysis also showed that expression of some naïve-specific markers such as DPPA2, DUSP5, DUSP10, DNMT3L, CD9, ZEP42, and TFE3 were down-regulated in the MT-F7 cells compared to the MC-F7 cells. 

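DUSP3 and MAEL were the 2 genes with an adjusted p under 0.05 among 9 further naïve markers (DUSP3, DUSP14, STAT3, PRDM14, KLF5, HORMAD1, TET2, CD44 and MAEL). DUSP3 (Entrez gene 615432) rose from 6.5 ± 0.776 to 12.2 ± 1.14 CPM in MT-F7, with a log2 fold change of 0.91 (standard error 0.188, adjusted p = 0.0038). MAEL (541073) rose from 0.295 ± 0.0412 to 1.33 ± 0.445 CPM, with a log2 fold change of 2.15 (standard error 0.473, adjusted p = 0.0056). STAT3 was higher in every MT-F7 library, from 14.0 ± 1.87 to 19.9 ± 3.01 CPM, but with a log2 fold change of 0.50 (standard error 0.180, adjusted p = 0.060) it passed only when the p was adjusted over these markers alone or under some other settings, such as the replicate number as a block (adjusted p = 0.015). CD44 (log2 fold change 0.91, adjusted p = 0.12) and DUSP14 (0.39, adjusted p = 0.15) passed with that block. TET2 had 8, 57 and 25 counts in MC-F7 and 34, 37 and 56 in MT-F7, a spread wider than the difference between the groups. PRDM14 (0.15, adjusted p = 0.67) and KLF5 (-0.12, adjusted p = 0.75) differed by less than their standard errors of 0.223 and 0.217, and both changed direction in at least 1 of the fits that left out 1 library. In the deposited TPM values the ratio of MT-F7 to MC-F7 for KLF5 was 1.02, and 0.983 after each library was rescaled to 1000000. HORMAD1 had 0, 2 and 0 and 2, 1 and 4 counts, too few to be tested.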

Whereas, the expression levels of DUSP3, DUSP14, STAT3, PRDM14, KLF5, HORMAD1, TET2, CD44, and MAEL were up-regulated in the MT-F7 cells (Fig. S3a). Furthermore, the expression levels of some primed-specific markers such as ZIC3, OTX2, DLL1, DNMT3A, NCAM1, RFX4, SOX6, MEIS2, LMO2, MEIS1, and ZNF521 were significantly higher in the MT-F7 cells compared to the MC-F7 cells (Fig. S3b). 

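Among these primed markers, MEIS1, MEIS2, LMO2, ZNF521, DLL1 and NCAM1 were higher in MT-F7 at an adjusted p under 0.05, both over all genes and over the list alone, and in these 6 the MT-F7 libraries all lay above the MC-F7 libraries. MEIS1 (Entrez gene 613877) rose from 4.67 ± 0.816 to 24.5 ± 4.44 CPM, with a log2 fold change of 2.39 (standard error 0.206, adjusted p = 5.8e-06). MEIS2 (539573) rose from 7.96 ± 1.46 to 28.8 ± 2.01 CPM, with a log2 fold change of 1.86 (standard error 0.181, adjusted p = 1.4e-05). LMO2 had a log2 fold change of 1.85 (standard error 0.215, adjusted p = 6.2e-05). ZNF521 rose from 11.5 ± 1.85 to 33.3 ± 4.37 CPM, with a log2 fold change of 1.54 (standard error 0.181, adjusted p = 6.7e-05). DLL1 and NCAM1 had log2 fold changes of 1.51 and 1.29. These 6 genes passed in all 6 fits that each left out 1 library. OTX2 (a log2 fold change of 0.26 (standard error 0.168, adjusted p = 0.29)), RFX4 (0.25, adjusted p = 0.70) and DNMT3A (0.056, adjusted p = 0.82) were higher in MT-F7 and did not pass under any setting tried, and DNMT3A changed direction when MT-F7 replicate 3 was left out. SOX6 had 0, 0 and 0 counts in MC-F7 and 0, 4 and 2 in MT-F7, below the level that could be tested.

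**Figure D2:**
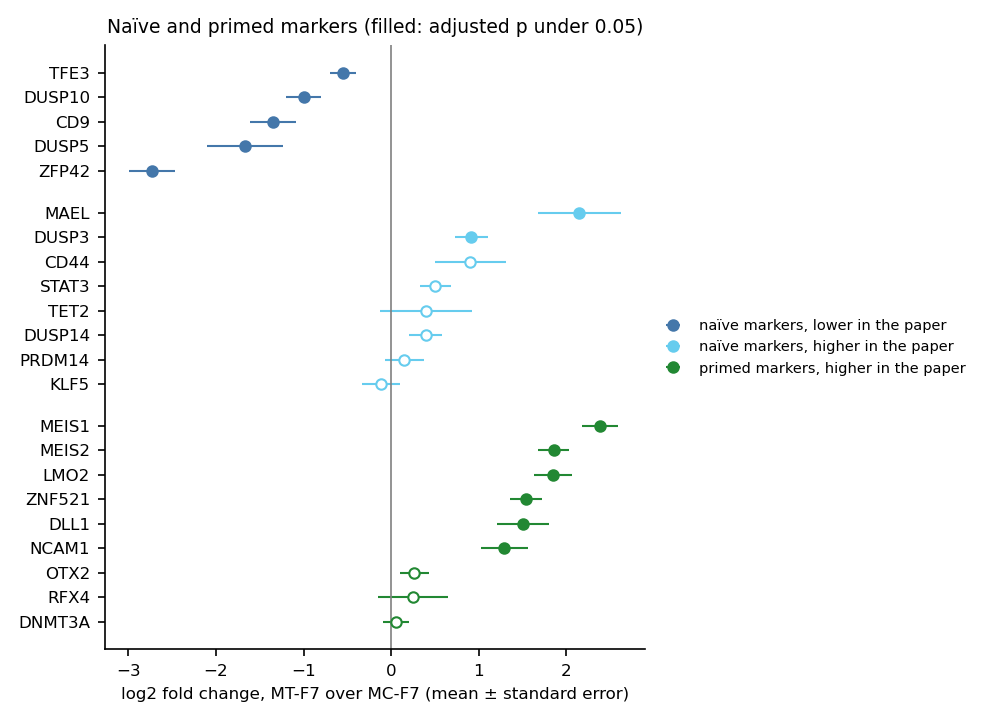
Log2 fold change (MT-F7 over MC-F7, horizontal axis) of naïve and primed markers, as the estimate with its standard error from 3 libraries per group. Filled points have an adjusted p under 0.05, and ZFP42 at -2.73 and MEIS1 at 2.39 are the ends of the range.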

The expression levels of ESRRB, LEFTY2, SKIL, JARID2, and KAT6A were significantly reduced in the MT-F7 cells compared to the MC-F7 cells. 

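LEFTY2 (Entrez gene 534018) fell from 5.49 ± 1.6 CPM in MC-F7 to 0.184 ± 0.143 CPM in MT-F7, with a log2 fold change of -4.84 (standard error 0.454, adjusted p = 1.1e-05). Its MT-F7 counts were 3, 9 and 2, close to the smallest amount taken as detected. ESRRB (528437) fell from 7.56 ± 1.24 to 1.3 ± 0.323 CPM, with a log2 fold change of -2.52 (standard error 0.273, adjusted p = 3.5e-05). SKIL (527910) fell from 10.8 ± 0.552 to 7.4 ± 0.886 CPM, with a log2 fold change of -0.54 (standard error 0.184, adjusted p = 0.04998), and JARID2 (528253) from 53.5 ± 11.5 to 36.9 ± 3.82 CPM, with a log2 fold change of -0.53 (standard error 0.181, adjusted p = 0.04992). These last 2 genes sat at the edge of the threshold. SKIL passed in 0 and JARID2 in 1 of the 6 fits that each left out 1 library, while the MT-F7 libraries of both lay below all MC-F7 libraries. KAT6A (529373) fell from 31.1 ± 8.1 to 23.2 ± 5.84 CPM, with a log2 fold change of -0.42 (standard error 0.221, adjusted p = 0.19), and its groups overlapped. It passed with the replicate number as a block (adjusted p = 0.023). Over this list of 5 genes alone, 4 passed.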

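HESX1 (Entrez gene 781811) rose from 47.2 ± 11.8 CPM in MC-F7 to 147 ± 31.8 CPM in MT-F7, with a log2 fold change of 1.64 (standard error 0.212, adjusted p = 1.5e-04), and every MT-F7 library lay above every MC-F7 library. SMARCAD1 (530506) rose from 50.7 ± 5.17 to 67.5 ± 8.63 CPM, also without overlap, with a log2 fold change of 0.41 (standard error 0.157, adjusted p = 0.076). It passed when the p was adjusted over the genes of this list alone, as did STAT3, and with the replicate number as a block. FGF2 had a log2 fold change of 0.32 (standard error 0.20, adjusted p = 0.28), SETDB1 had a log2 fold change of 0.20 (standard error 0.140, adjusted p = 0.34) and TCF3 had a log2 fold change of 0.16 (standard error 0.143, adjusted p = 0.46). These 5 genes and STAT3 were higher in MT-F7, and HESX1 was the only one of these 6 with an adjusted p under 0.05 over all genes.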

Whereas, the expression levels of ZIC3, STAT3, HESX1, TCF3, FGF2, SMARCAD1, and SETDB1 were significantly higher in the MT-F7 cells (Fig. S3c). The expression levels of markers for the three germ layers did not show a global increase or decrease in the MT-F7 cells compared to the MC-F7 cells. 

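The 10 markers named for the germ layers in Fig. S3d had different directions, with 4 of the 5 tested ones higher in MT-F7 and 1 lower. A wider list of 17 mesoderm and endoderm genes was written after the strongest changes had been seen. Of these, 7 were tested, with log2 fold changes from -3.26 to 2.18 and a median of -0.47. As a set they were not shifted by limma's camera test (adjusted p = 0.24 over 5 sets), although its fry rotation test gave an adjusted p of 0.023. Their mean log2 level was lower in all 3 MT-F7 libraries than in any MC-F7 library.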

The expression levels of ectodermal markers such as OTX1, RAX6 and NES as well as mesodermal markers such as TBX2 and KDR were significantly increased in the MT-F7 cells compared to the MC-F7 cells. 

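The gene written RAX6 is listed in the files as PAX6 (Entrez gene 286857). PAX6 rose from 2.63 ± 0.259 CPM in MC-F7 to 19.9 ± 0.591 CPM in MT-F7, with a log2 fold change of 2.92 (standard error 0.188, adjusted p = 7.7e-07). KDR (407170) rose from 3.79 ± 0.731 to 7.89 ± 0.738 CPM, with a log2 fold change of 1.06 (standard error 0.225, adjusted p = 0.0046). Both passed in all 6 fits that each left out 1 library. NES (522383) rose from 312 ± 25.0 to 412 ± 51.1 CPM, with a log2 fold change of 0.40 (standard error 0.156, adjusted p = 0.083). OTX1 (540628) had 1, 8 and 3 counts in MC-F7 and 13, 22 and 12 in MT-F7, with a log2 fold change of 1.81 (standard error 0.655, adjusted p = 0.064). NES and OTX1 passed over this list alone and with the replicate number as a block (adjusted p = 0.030 and 0.036), and in each of the 4 tested genes the MT-F7 libraries all lay above the MC-F7 libraries. TBX2 (535982) had 0, 0 and 2 counts in MC-F7 and 14, 16 and 9 in MT-F7, at least 3.95-fold higher. It was below the filter on low counts, and with all genes that had at least 1 count its adjusted p was 0.014.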

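EOMES (Entrez gene 511947) fell from 5.49 ± 0.211 CPM in MC-F7 to 3.16 ± 0.244 CPM in MT-F7, with a log2 fold change of -0.80 (standard error 0.223, adjusted p = 0.021), and the groups did not overlap. It passed in 3 of the 6 fits that each left out 1 library. Counts of 4 other markers were too low for the test. NKX2-5 had 1, 7 and 2 counts in MC-F7 and 1, 0 and 2 in MT-F7. MYOD1 had 4, 0 and 1 and 0, 0 and 0, GATA5 had 2, 9 and 7 and 0, 0 and 3, and FOXA1 had 6, 1 and 0 and 0, 0 and 1. With all genes that had at least 1 count, the adjusted p of these 4 genes ran from 0.18 to 0.42, so no difference was detectable at this depth.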

Whereas, the expression levels of mesodermal markers such as NKX25, MYOD1 and EOMES as well as the endodermal markers such as GATA5 and FOXA1 were significantly decreased in the MT-F7 cells (Fig. S3d).

It is worth noting that the transcriptional level of genes encoding ECMs, such as collagen-IV, fibronectin and laminin, and growth factors-BMP4 and IGF2, were significantly higher in MT-F (except for TGF-β, Fig. S3e,f), indicating some MT-F7 differentiated into of feeder-like cells. 

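IGF2 (Entrez gene 281240) rose from 9.07 ± 1.98 CPM in MC-F7 to 45.7 ± 10.2 CPM in MT-F7, with a log2 fold change of 2.33 (standard error 0.214, adjusted p = 8.7e-06). COL4A2 (508632) rose from 41.5 ± 7.64 to 97.8 ± 22.2 CPM, with a log2 fold change of 1.24 (standard error 0.195, adjusted p = 6.2e-04), and COL4A1 (282191) had a log2 fold change of 0.84 (standard error 0.163, adjusted p = 0.0026). FN1, which encodes fibronectin (280794), rose from 91.3 ± 7.89 to 179.7 ± 20.9 CPM, with a log2 fold change of 0.98 (standard error 0.153, adjusted p = 6.0e-04). BMP4 (407216) rose from 14.5 ± 0.888 to 27.9 ± 2.49 CPM, with a log2 fold change of 0.94 (standard error 0.158, adjusted p = 9.4e-04). Each of these 5 genes was higher in every MT-F7 library and passed in all 6 fits that left out 1 library. The laminin gene LAMC1 (532572) was at 63.1 ± 7.32 and 65.8 ± 8.97 CPM, with a log2 fold change of 0.062 (standard error 0.159, adjusted p = 0.82), and changed direction in some of those fits. TGFB1 (282089) fell from 25.8 ± 1.02 to 14.4 ± 0.237 CPM, with a log2 fold change of -0.84 (standard error 0.152, adjusted p = 0.0016). The fall did not extend to TGFB2 and TGFB3, which Table S4 lists as higher. Their log2 fold changes were 3.2 (adjusted p = 7.1e-06) and 1.25 (adjusted p = 0.042). A list of 14 tested extracellular matrix genes, fixed before the data were examined, was higher in MT-F7 as a set, with all 14 genes higher, 9 of them at an adjusted p under 0.05 over all genes and 10 over the list alone, a median log2 fold change of 0.84 and an adjusted p of 2.4e-07 from limma's camera test over 7 sets. Camera also gave an adjusted p under 0.05 for this list in 8 of the 9 other divisions of the libraries into 3 and 3, which keep part of the difference because each side has 2 libraries of one group, with medians of at most 0.443 in size. A list of 25 tested fibroblast markers, fixed in the same way, was higher too. Of these, 20 genes were higher and 5 lower, 12 were higher and 1 (TWIST2) lower at an adjusted p under 0.05, and over the list alone 15 passed. The median log2 fold change was 0.43 and the adjusted p of the set was 9.2e-04. Camera also passed this list in 3 of the 9 other divisions, down to an adjusted p of 2.6e-05, with medians of at most 0.327 in size. The mean log2 level of both lists was above every MC-F7 library in all 3 MT-F7 libraries. From these libraries the paper had already reported higher matrix genes and proposed feeder-like cells. The lists were fixed before the counts were examined here, but they were not blind to that report.

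**Figure D3:**
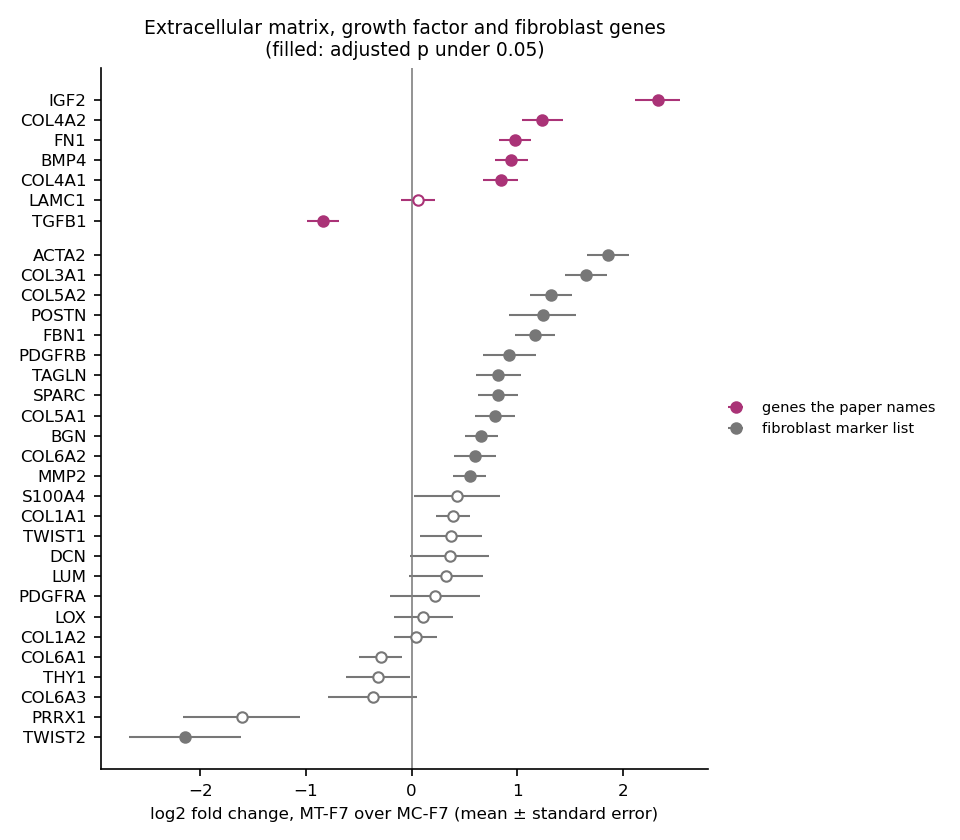
Log2 fold change (MT-F7 over MC-F7, horizontal axis) of the extracellular matrix and growth factor genes that the paper names and of the fibroblast markers, as the estimate with its standard error from 3 libraries per group. Filled points have an adjusted p under 0.05, IGF2 at 2.33 is the highest and TWIST2 at -2.15 the lowest.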

In summary, bESCs grown on MT-MEFs showed unique gene expression patterns, but maintaining pluripotency compared to those grown on MC-MEFs.

### Functional enrichment analyses of the effects of methanol fixed feeder layers on the bESCs

To determine the effects of the methanol-fixed feeder layer on the bESCs, we further analyzed the enriched GO terms and KEGG pathways based on the DEGs with high gene counts and Gene Ratio (Figs. 4e–h, 5a–d). The mRNA expression levels of PTN and APOA1 in the cell surface receptor signaling pathway (up-regulated GO term) were significantly higher in the MT-F7 cells compared to the MC-F7 cells (Fig. 5a, Table S2), which suggested that MT-F7 cells expressed significantly higher levels of Pleiotrophin (a secreted growth factors that mediates its signal through cell-surface proteoglycan and non-proteoglycan receptors) and Apolipoprotein A-I (a cofactor for the lecithin cholesterol acyltransferase). However, the transcript levels of GAPDH, ENO1, IGFBP3, PGAM1, and LDHA genes, which are involved in the carbohydrate metabolism and catabolism were downregulated in the MT-F7 cells compared to the MC-F7 cells (Fig. 5b, Table S3), which suggested that carbohydrate metabolism and glycolytic pathway were down-regulated in the MT-F7 cells compared to the MC-F7 cells. Furthermore, KEGG pathway analyses showed that transcript levels of FGF8, IGF2, FGF3, ID2, CCN2, FZD1, and FZD8 in the Ras and Hippo signaling pathways were up-regulated in the MT-F7 cells compared to the MC-F7 cells (Fig. 5c, Table S2). This upregulation suggested increased expression of growth factors (ligands), transmembrane receptors, adhesion molecules, and transcriptional regulators in the MT-F7 cells. Moreover, GAPDH, PFKL, PGK1 and ENO1 genes were observed concurrently in the carbohydrate metabolic process (GO down), carbohydrate catabolic process (GO down), and HIF1 signaling pathway (KEGG down) (Table S4). This observation suggested that GAPDH, PFKL, PGK1 and ENO1 et al., the catalytic enzymes of glycolysis pathway, play distinct roles in multiple biological processes and signaling pathways. 

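PTN (Entrez gene 280904) rose from 269 ± 73.9 CPM in MC-F7 to 594 ± 73.0 CPM in MT-F7, with a log2 fold change of 1.14 (standard error 0.206, adjusted p = 0.0016). APOA1 (281631) rose from 161 ± 40.4 to 346 ± 19.2 CPM, with a log2 fold change of 1.11 (standard error 0.186, adjusted p = 9.7e-04). The other 6 genes of Fig. 5a (FOS, CTNNBIP1, CDH6, SPRY1, LGR4 and FST) were higher as well, from 1.01 for SPRY1 to 2.41 for FOS on the log2 scale. All 8 had an adjusted p under 0.05, and in each of them the MT-F7 libraries all lay above the MC-F7 libraries. Like the other genes of Fig. 5, these were picked by the paper from the same libraries. The log2 fold change of PTN stayed between 0.94 and 1.33 and that of APOA1 between 0.93 and 1.3 when 1 library was left out.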

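LDHA (Entrez gene 281274), which encodes a subunit of lactate dehydrogenase, fell from 534 ± 152 CPM in MC-F7 to 32.3 ± 7.78 CPM in MT-F7, with a log2 fold change of -4.05 (standard error 0.262, adjusted p = 7.7e-07). GAPDH (281181) fell from 7715 ± 1314 to 3276 ± 221 CPM, with a log2 fold change of -1.24 (standard error 0.195, adjusted p = 6.3e-04). ENO1 (281141) fell from 1604 ± 358 to 545 ± 81.2 CPM, with a log2 fold change of -1.56 (standard error 0.203, adjusted p = 1.5e-04). IGFBP3 (282261) fell from 1586 ± 111 to 742 ± 69.3 CPM, with a log2 fold change of -1.1 (standard error 0.163, adjusted p = 4.0e-04), and PGAM1 (404148) from 668 ± 218 to 329 ± 76.0 CPM, with a log2 fold change of -1.02 (standard error 0.248, adjusted p = 0.0096). The other genes of Fig. 5b had log2 fold changes of -2.06 (PGK1), -1.79 (PFKL), -1.36 (AKR1A1), -1.18 (GPI) and -1.01 (MPI). All 10 genes had an adjusted p under 0.05 and lower values in every MT-F7 library than in any MC-F7 library. They also passed in all 6 fits that left out 1 library, where the log2 fold change of LDHA stayed between -4.27 and -3.87. In MC-F7, replicate 3 had the lowest level of LDHA, GAPDH, ENO1 and PGAM1. From the lower levels of these genes, the paper proposes that carbohydrate metabolism and the glycolytic pathway were down-regulated in the MT-F7 cells.

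**Figure D4:**
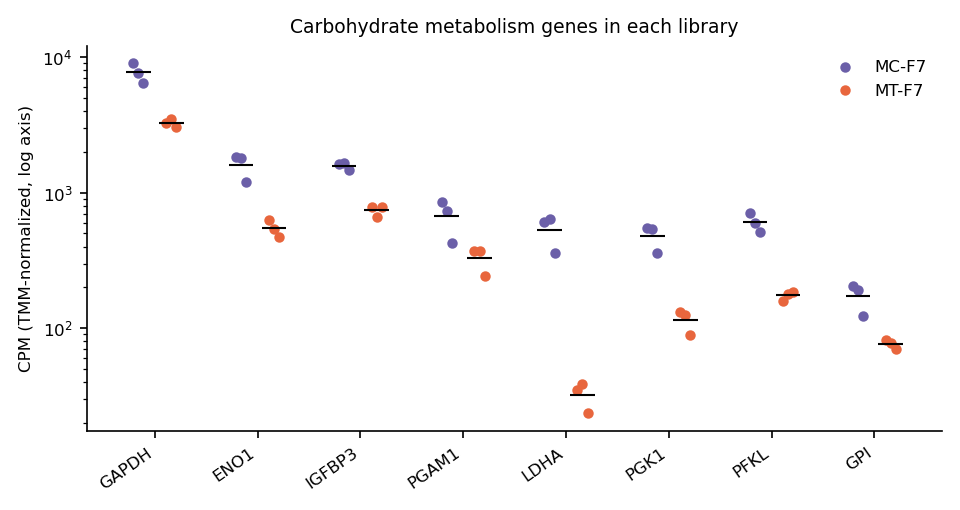
TMM-normalized CPM (vertical axis, log scale) of 8 carbohydrate metabolism genes in each of the 3 MC-F7 and 3 MT-F7 libraries, with the mean of each group as a bar. In each gene all MT-F7 points lie below all MC-F7 points, most widely for LDHA, at 534 ± 152 against 32.3 ± 7.78 CPM (SD, n = 3).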

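FGF3 (Entrez gene 618481) had 10, 10 and 5 counts in the MC-F7 libraries and 149, 149 and 151 in the MT-F7 libraries, with a log2 fold change of 4.02 (standard error 0.324, adjusted p = 4.0e-06). FGF8 (326284) rose from 3.22 ± 1.71 to 22.7 ± 2.87 CPM, with a log2 fold change of 2.81 (standard error 0.296, adjusted p = 2.8e-05), and ID2 (505025) from 14.8 ± 2.17 to 92.5 ± 25.9 CPM, with a log2 fold change of 2.64 (standard error 0.217, adjusted p = 4.2e-06). CCN2 (281103) had a log2 fold change of 1.49 (standard error 0.237, adjusted p = 6.6e-04), and FZD8 (616913) had a log2 fold change of 1.54 (standard error 0.176, adjusted p = 5.3e-05). FZD1 (445417) rose from 15.1 ± 2.14 to 31.5 ± 1.87 CPM, with a log2 fold change of 1.06 (standard error 0.164, adjusted p = 5.5e-04). Together with IGF2, EFNA5, FZD5 and WNT5B, 10 of the 11 genes of Fig. 5c are in the count table. All 10 were higher in every MT-F7 library than in any MC-F7 library and had an adjusted p under 0.05. LOC521224 is only in the TPM table, with 1.46 ± 0.287 in MC-F7 and 3.95 ± 1.04 in MT-F7 (mean ± SD, n = 3) in the authors' unit.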

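These 4 genes had log2 fold changes between -2.06 and -1.24, with a median of -1.68, and the MT-F7 libraries lay below the MC-F7 libraries in all of them. PFKL (Entrez gene 508683) fell from 605 ± 95.9 to 175 ± 14.9 CPM with a standard error of 0.169 on the log2 scale (adjusted p = 1.1e-05), and PGK1 (507476) from 482 ± 105 to 115 ± 23.4 CPM with a standard error of 0.210 (adjusted p = 2.1e-05). Among the other HIF-1 pathway genes of Fig. 5d, ALDOA fell from 2668 ± 387 to 939 ± 85.2 CPM, with a log2 fold change of -1.51 (standard error 0.179, adjusted p = 7.6e-05). PFKP and ALDOC had log2 fold changes of -1.13 and -1.12. All 8 HIF-1 pathway genes of that figure, LDHA included, were lower at an adjusted p under 0.05.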

We also observed significant down-regulation of cell adhesion genes, such as CDH1, ITGA6, CLDN3, and CLDN7 in the MT-F7 cells (Fig. 5d, Table S3), which suggested that decreased expression of proteins related to cell adhesion and tight junctions on the cell membrane surface of MT-F7 cells. 

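CLDN7 (Entrez gene 512975) fell from 77.7 ± 2.96 CPM in MC-F7 to 14.5 ± 0.931 CPM in MT-F7, with a log2 fold change of -2.42 (standard error 0.151, adjusted p = 7.6e-07). CDH1 (282637) fell from 371 ± 49.2 to 98.1 ± 9.17 CPM, with a log2 fold change of -1.92 (standard error 0.162, adjusted p = 5.2e-06). F11R (281258) fell from 70.7 ± 6.08 to 20.5 ± 2.64 CPM, with a log2 fold change of -1.78 (standard error 0.16, adjusted p = 7.6e-06). ITGA6 (535043) had a log2 fold change of -1.1 (standard error 0.153, adjusted p = 2.3e-04), and CLDN3 (404153) had a log2 fold change of -1.07 (standard error 0.177, adjusted p = 8.7e-04). In all 5 genes of the cell adhesion panel of Fig. 5d the MT-F7 libraries lay below the MC-F7 libraries, and all 5 passed in each of the 6 fits that left out 1 library.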

The downregulation of HIF1 signaling pathway and HIF1A and HIF3A, indicated that MT-F7 were exposed to a relatively oxygen-rich environment because of metabolic termination of the MT-MEFs (Fig. 5d, Fig. S4b).

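HIF3A (Entrez gene 507699) fell from 7.11 ± 1.28 CPM in MC-F7 to 4.44 ± 0.367 CPM in MT-F7, with a log2 fold change of -0.68 (standard error 0.221, adjusted p = 0.042), and passed in 1 of the 6 fits that left out 1 library. HIF1A (281814) was at 145 ± 22.7 and 134 ± 13.3 CPM, with a log2 fold change of -0.11 (standard error 0.16, adjusted p = 0.65), so its difference was smaller than the spread between the libraries. Its direction depended on the scaling. The ratio of MT-F7 to MC-F7 was 1.01 in the deposited TPM values and 0.979 after each library was rescaled to 1000000. A list of 22 hypoxia-induced genes outside glycolysis was lower in MT-F7 as a set, with a median log2 fold change of -0.86 and an adjusted p of 6.4e-10 from limma's camera test. Camera also passed this list in 7 of the 9 other divisions of the libraries into 3 and 3, which keep part of the difference, with medians of at most 0.569 in size. Of the 22 genes, 18 were lower and 4 higher. At an adjusted p under 0.05, 14 were lower and 1 (PPFIA4) was higher, and the count was 15 over the list alone too. CA9 (511923) fell from 17.4 ± 0.225 to 4.24 ± 0.339 CPM, with a log2 fold change of -2.03 (standard error 0.179, adjusted p = 6.6e-06). The mean log2 level of the list was below every MC-F7 library in all 3 MT-F7 libraries.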

**Figure 5:**
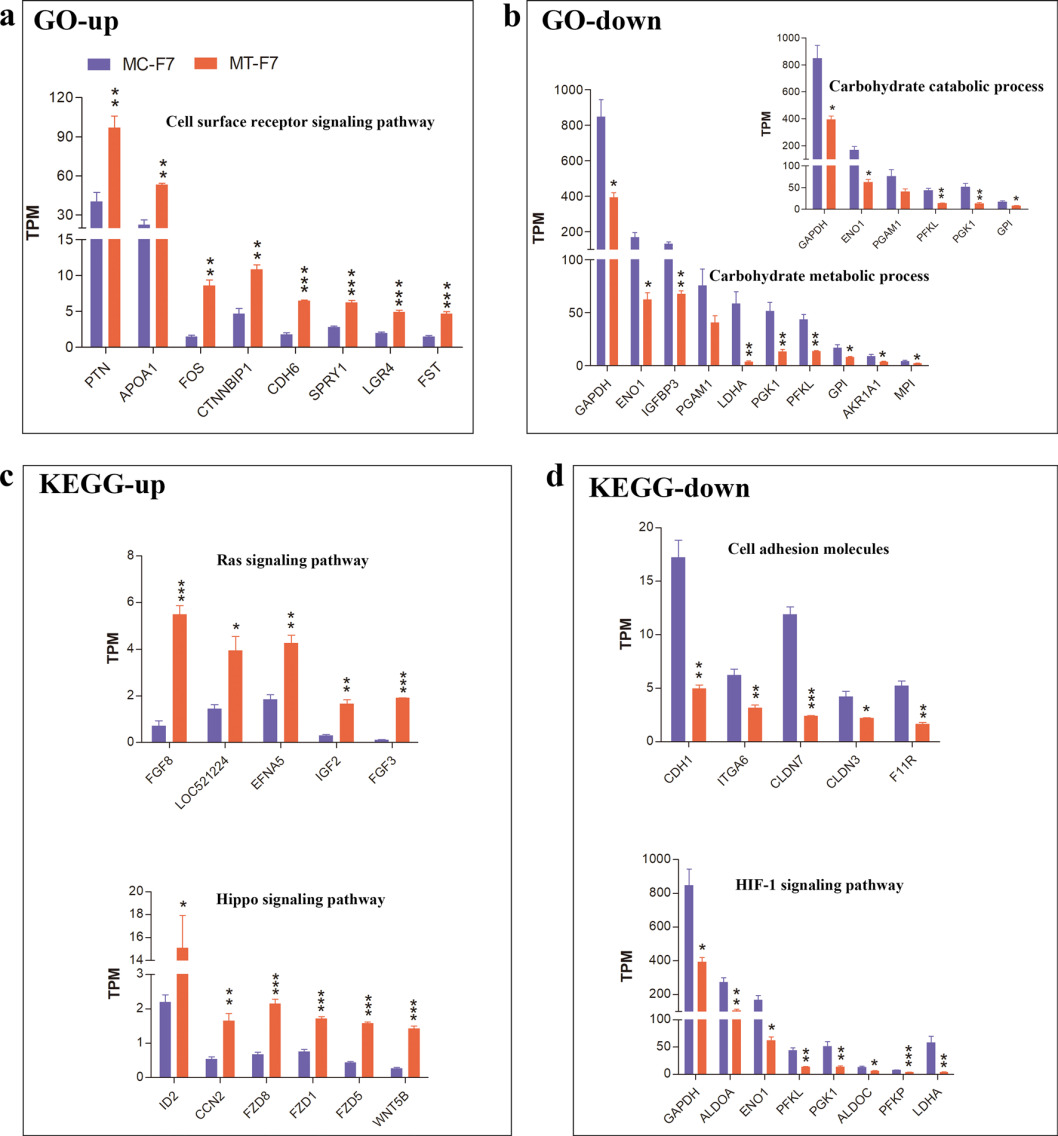
Functional enrichment analysis of differentially expressed genes in MT-F7 cells. The list shows top 5–10 genes with high transcript levels in each of the enriched GO terms or KEGG pathways based on the DEGs between MT-F7 and MC-F7 cells. (**a**) The cell surface receptor signaling pathway (GO up) is upregulated in the MT-F7 cells. (**b**) The carbohydrate metabolic process and carbohydrate catabolic process (GO down) is downregulated in the MT-F7 cells. (**c**) Ras and Hippo signaling pathways (KEGG up) are upregulated in the MT-F7 cells. (**d**) Cell adhesion genes (KEGG down) are downregulated in the MT-F7 cells.

### Characteristics of central carbon metabolism in bESCs grown on methanol-fixed feeder layers

Glycolysis is very important for the pluripotency maintenance of PSCs. In the view of the DEGs enriched in glycolysis pathway, the metabolic status of the MT-F7 cells were different from MC-F7. 

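Glycolytic enzymes and lactate dehydrogenase were tested together, as a list of 16 tested genes. All 16 were lower in MT-F7, with log2 fold changes from -4.05 to -0.0028 and a median of -1.15, and 14 had an adjusted p under 0.05, over all genes and over the list alone. PFKM and ENO2 were the 2 genes that did not pass. The set had an adjusted p of 4.6e-16 from camera, and its mean log2 level was 8.55 ± 0.220 in MC-F7 and 7.24 ± 0.140 in MT-F7 (SD, n = 3). In 8 of the 9 other divisions of the libraries into 3 and 3, which keep part of the difference, camera passed this list too, with medians of at most 0.707 in size. HK2 (788926) fell from 10.7 ± 3.64 to 2.06 ± 0.784 CPM, with a log2 fold change of -2.38 (standard error 0.323, adjusted p = 2.1e-04). The 13 protein genes of the mitochondrial genome, which serve oxidative phosphorylation, did not differ as a set (adjusted p = 0.86, median log2 fold change -0.016), and the count of these genes with a p under 0.05 was 0 both adjusted and unadjusted. With the replicate number as a block the set did not differ either (adjusted p = 0.74), and 1 of its genes passed. Camera passed this mitochondrial set in 6 of the 9 other divisions, with medians of at most 0.570 in size, which a kept difference between the groups cannot explain.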

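SLC2A3 (Entrez gene 282358), a glucose transporter, fell from 1350.5 ± 449 CPM in MC-F7 to 140.0 ± 5.19 CPM in MT-F7, with a log2 fold change of -3.27 (standard error 0.246, adjusted p = 2.3e-06). SLC2A11 (615920) fell from 15.2 ± 1.96 to 3.72 ± 1.6 CPM, with a log2 fold change of -2.03 (standard error 0.28, adjusted p = 2.3e-04). SLC2A1 (282356) fell from 136 ± 29.1 to 73.7 ± 10.6 CPM, with a log2 fold change of -0.88 (standard error 0.182, adjusted p = 0.0038). SLC2A8 (282867) fell from 21.4 ± 2.01 to 15.4 ± 1.72 CPM without overlap of the groups, with a log2 fold change of -0.47 (standard error 0.166, adjusted p = 0.057). It passed over the list of these 4 genes alone and with the replicate number as a block (adjusted p = 0.017). SLC2A5 (282868), a fructose transporter, rose from 3.59 ± 0.593 to 18.0 ± 2.18 CPM, with a log2 fold change of 2.33 (standard error 0.203, adjusted p = 6.3e-06). SLC2A6 (510658) was at 20.6 ± 1.97 and 23.6 ± 3.30 CPM, with a log2 fold change of 0.20 (standard error 0.168, adjusted p = 0.43), and its groups overlapped. SLC2A4 had a log2 fold change of -0.071, smaller than its standard error of 0.155.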

The expression levels of SLC2A1, SLC2A3, SLC2A8, and SLC2A11 were significantly reduced and the expression levels of SLC2A5 and SLC2A6 were significantly increased in the MT-F7 cells compared to the MC-F7 cells (Fig. S4a). The transcript levels of glycolytic genes such as HK1, PKM, LDHA, and GAPDH were significantly reduced and the transcript levels of the gene encoding the pentose phosphate pathway (PPP) enzyme G6PD were significantly increased in the MT-F7 cells compared to the MC-F7 cells (Fig. 6a). The expression levels of IDH2 in the TCA cycle were not significantly different between the MT-F7 and MC-F7 cells, whereas the gene encoding citrate synthase (CS) was significantly increased in the MT-F7 cells compared to the MC-F7 cells (Fig. 6a). The expression levels of genes regulating pyruvate metabolism, such as, PCK2, MPC1, and PC were significantly higher in the MT-F7 cells compared to the MC-F7 cells (Fig. 6a). Furthermore, the transcript levels of ME1 and GOT1 were significantly decreased, and the expression of GPT was increased in the MT-F7 cells compared to the MC-F7 cells (Fig. 6a,b). 

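In the RNA-seq counts, GOT1 (Entrez gene 281206) fell from 46.5 ± 5.56 CPM in MC-F7 to 30.7 ± 5.14 CPM in MT-F7, with a log2 fold change of -0.60 (standard error 0.172, adjusted p = 0.024), and passed in 3 of the 6 fits that left out 1 library. SLC1A5 (282355), also in Fig. 6b, fell from 272 ± 30.8 to 171 ± 27.9 CPM, with a log2 fold change of -0.67 (standard error 0.167, adjusted p = 0.011), and passed in 4 of them. GPT (539188) had 388, 381 and 682 counts in MC-F7 and 602, 556 and 1033 in MT-F7. Its log2 fold change was 0.46 (standard error 0.299, adjusted p = 0.30), and with the replicate number as a block, which takes up the high level of replicate 3 in both groups, the adjusted p was 0.0098. GPT2 had a log2 fold change of 0.14 (standard error 0.257, adjusted p = 0.73) and changed direction when MC-F7 replicate 1 was left out. GOT2 had a log2 fold change of -0.43 (standard error 0.167, adjusted p = 0.079) and passed with the replicate number as a block (adjusted p = 0.012), and its unadjusted p without the block was 0.022. Over the 3 genes GOT2, GOT1 and SLC1A5 every MT-F7 library lay below every MC-F7 library.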

The transcript levels of glutamine-metabolizing enzymes were comparable between the MT-F7 and MC-F7 cells (Fig. 6c). 

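GLS2 (Entrez gene 539561) was at 7.28 ± 1.55 CPM in MC-F7 and 6.28 ± 1.56 CPM in MT-F7, with a log2 fold change of -0.21 (standard error 0.242, adjusted p = 0.57). GLUD1 (281785) was at 592 ± 117 and 404 ± 101 CPM, with a log2 fold change of -0.55 (standard error 0.213, adjusted p = 0.080). The groups of both genes overlapped. With the replicate number as a block GLUD1 passed (adjusted p = 0.0021), and GLS2 did not.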

The transcript levels of genes encoding acetyl CoA (AcCoA) biosynthetic enzymes-ACSS2, ACSS3, and SCD1 were significantly higher in the MT-F7 cells compared to the MC-F7 cells (Fig. 6a,d). 

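ACSS3 (Entrez gene 531552) rose from 6.66 ± 1.05 CPM in MC-F7 to 24.1 ± 2.91 CPM in MT-F7, with a log2 fold change of 1.86 (standard error 0.187, adjusted p = 2.0e-05). ACSS2 (506459) rose from 24.8 ± 1.08 to 29.1 ± 1.98 CPM without overlap of the groups, with a log2 fold change of 0.23 (standard error 0.149, adjusted p = 0.29), and did not pass under any setting tried. ACSS1 (282873), shown beside them in Fig. 6d, fell from 8.22 ± 1.88 to 5.21 ± 1.45 CPM, with a log2 fold change of -0.66 (standard error 0.252, adjusted p = 0.078), and passed with the replicate number as a block (adjusted p = 0.011). SCD, the gene written SCD1 (280924), was at 1179.8 ± 178 and 1409.9 ± 199 CPM in the RNA-seq counts, with a log2 fold change of 0.26 (standard error 0.181, adjusted p = 0.34).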

Interestingly, histone acetyltransferases KAT2A and KAT8 in histone acetyltransferase family were significantly increased in MT-F7 compared with MC-F7, while the other members were not significantly different (Fig. S4c). 

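KAT2A (Entrez gene 514420) was at 84.5 ± 8.47 CPM in MC-F7 and 98.8 ± 9.75 CPM in MT-F7, with a log2 fold change of 0.23 (standard error 0.15, adjusted p = 0.31). KAT8 (100125883) was at 65.7 ± 4.24 and 67.2 ± 2.33 CPM, with a log2 fold change of 0.034 (standard error 0.140, adjusted p = 0.89), and changed direction when MC-F7 replicate 1 was left out. The groups of both genes overlapped. In the deposited TPM values, where library size is not removed, the ratio of MT-F7 to MC-F7 was 1.28 for KAT2A and 1.12 for KAT8. KAT2B, KAT5, KAT6A, KAT6B, KAT14 and HAT1 were lower in MT-F7 by the counts, with log2 fold changes from -0.42 to -0.053, and 0 had an adjusted p under 0.05 (1 at the unadjusted p). In the TPM values tested with limma, KAT5 and KAT6B changed direction under at least 1 pseudocount. KAT14 had the lowest adjusted p (0.089, log2 fold change -0.39). With the replicate number as a block, KAT6A and KAT14 passed (adjusted p of KAT14 = 0.017).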

Figure 6e illustrates the expression differences of metabolic genes in various metabolic pathways.

**Figure 6:**
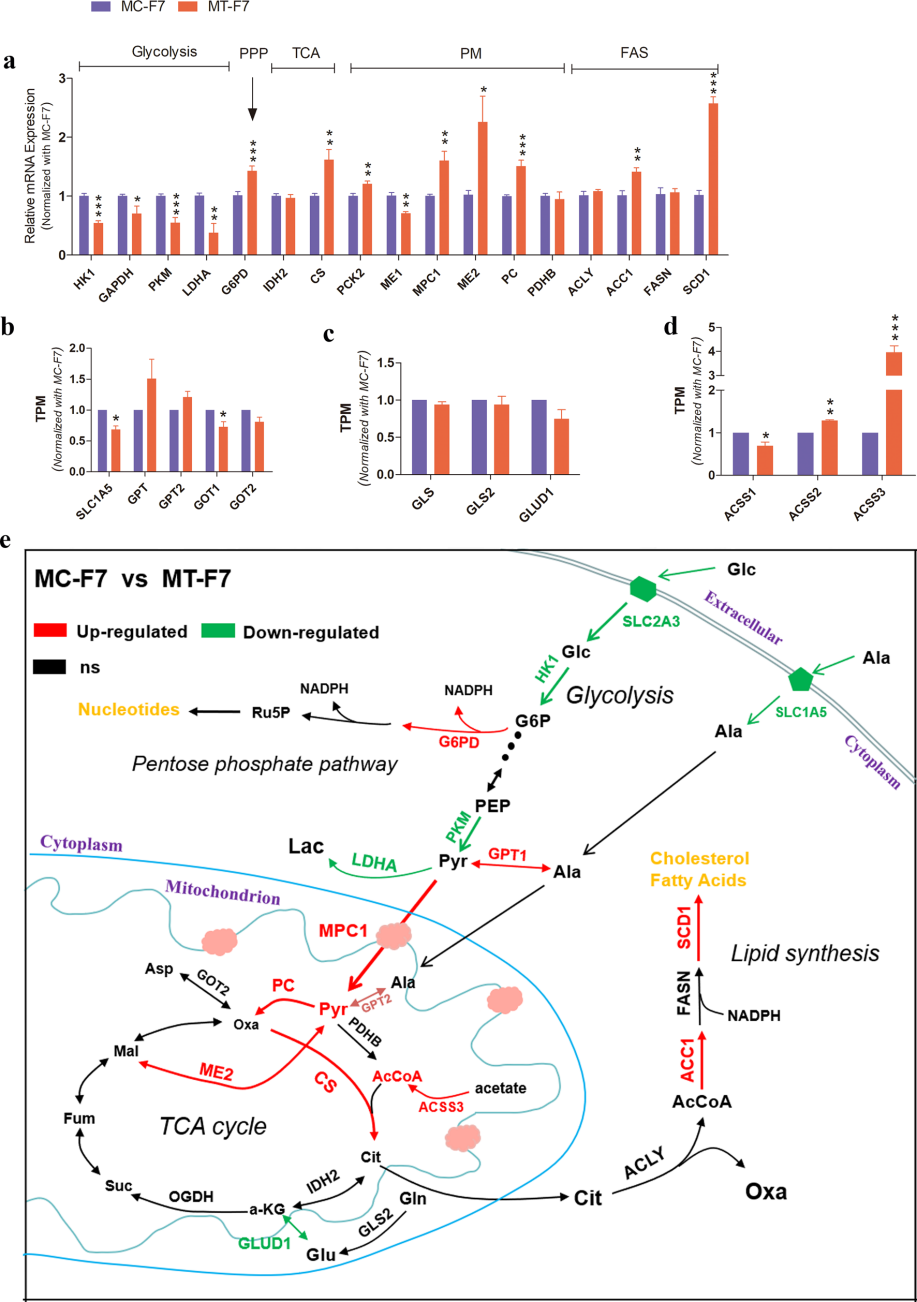
Characterization of central carbon metabolism in the F7 grown on MT-MEFs and MC-MEFs. (**a**) RT-PCR analysis showing the expression levels of the key catalytic enzymes, including rate-limiting enzymes in major metabolic pathways. *PPP* pentose phosphate pathway, *PM* pyruvate metabolism, *FAS* de novo fatty acid synthesis. (**b**) The relative expression of genes encoding catalytic enzymes related to pyruvate metabolism. (**c**) The relative expression of genes encoding catalytic enzymes related to glutaminolysis. (**d**) The relative expression of genes encoding catalytic enzymes related to acetyl CoA (AcCoA) biosynthesis (ACSS family). (**e**) The metabolic diagram shows the differential expression of genes mentioned above.

### The methanol-fixed feeder layers maintains the pluripotency and alters the metabolism of bovine expanded PSCs

We then verified the reliability of the MT-MEFs as a feeder layer for bEPSCs. The bEPSCs were transferred from MC-MEFs to MT-MEFs during passaging, and the characteristic analyses were carried out after continuous culture for 10 passages (Fig. 7a). The colony formation, AKP staining, and the growth of bEPSCs on MT-MEFs and MC-MEFs were similar (Fig. 7b,d). The transcript levels of the core pluripotent regulators, OCT4 and NANOG, were significantly higher in the MT-bEPSCs compared to the MC-bEPSCs (Fig. 7e). Western blotting and immunofluorescence staining showed that the levels of SOX2 and OCT4 transcripts were comparable, and the CDX2 mRNA levels were not detected (Fig. 7f,g, Fig. S1b,bʹ).

**Figure 7:**
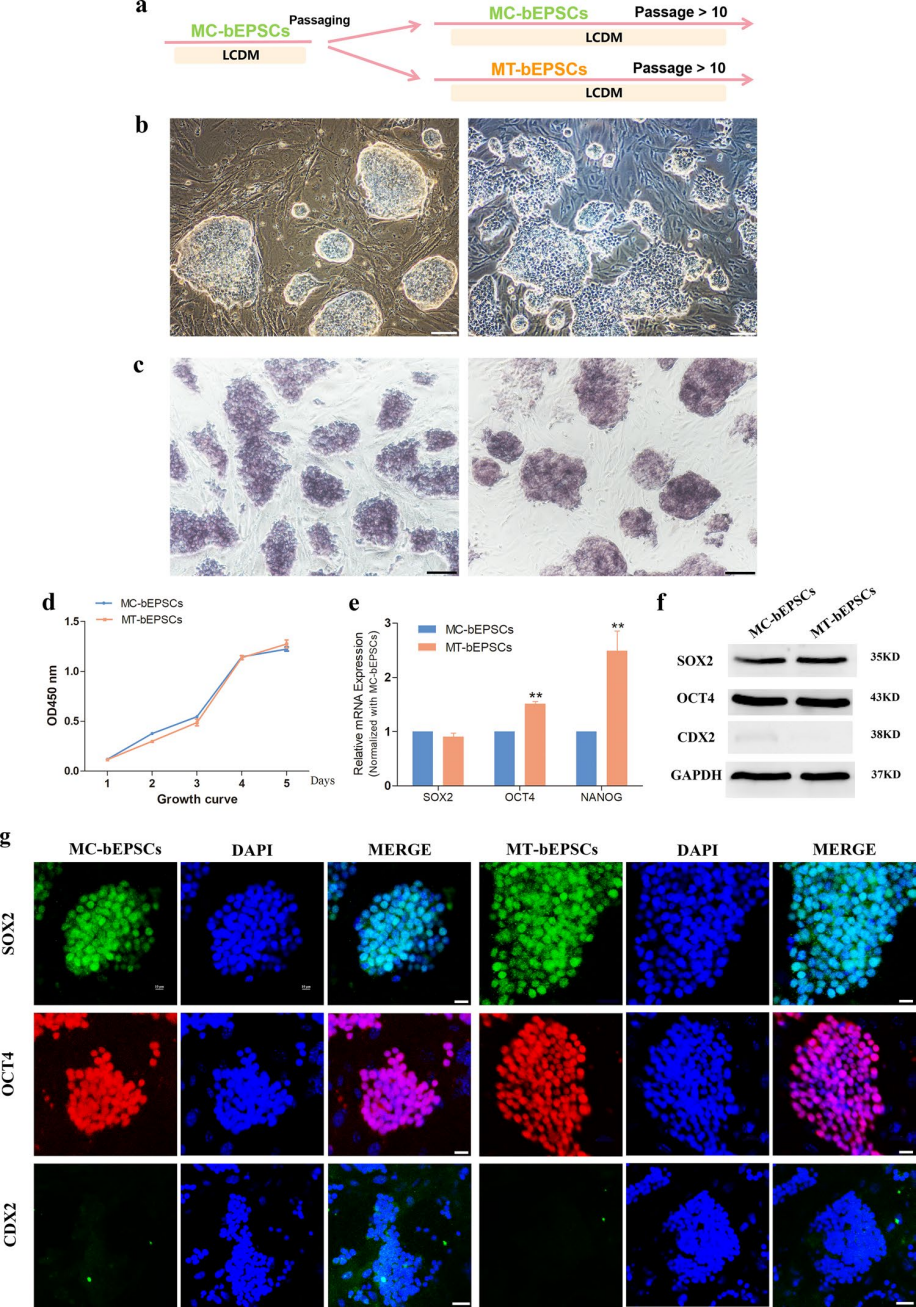
Effects of the methanol-fixed feeder layer on the bEPSCs. (**a**) The schematic diagram shows experimental strategy for analyzing bEPSCs grown on MT-MEFs and MC-MEFs. (**b**) The morphology of MC-bEPSCs and MT-bEPSCs. Bar = 100 μm. (**c**) AKP staining of MC-bEPSCs and MT-bEPSCs. Bar = 100 μm. (**d**) Growth curve of MC-bEPSCs and MT-bEPSCs. (**e**) RT-PCR analysis shows the expression of SOX2, OCT4 and NANOG in the MC-bEPSCs and MT-bEPSCs. (**f**) Western blotting analysis shows the expression levels of OCT4, SOX2, and CDX2 in the MC-bEPSCs and MT-bEPSCs. (**g**) Immunofluorescence staining assay results show the expression levels of SOX2, OCT4, and CDX2 in the MC-bEPSCs and MT-bEPSCs. Bar = 100 μm.

Furthermore, RT-PCR results showed that the expression of the pluripotent related genes, such as KLF4, DNMT3B, STELLA, and REX1 and the key rate limiting enzyme of glycolysis, PKM, were significantly up-regulated in the MT-bEPSCs compared to the MC-bEPSCs (Fig. 8a,b). Moreover, the expression levels of pyruvate carboxylase (PC), pyruvate dehydrogenase B (PDHB), and genes encoding the catalytic enzymes related to fatty acid de novo biosynthesis were significantly higher in the MT-bEPSCs compared to the MC-bEPSCs (Fig. 8c,d). Figure 8e shows the differences in the expression levels of catalytic enzymes belonging to the main metabolic pathways in the MT-bEPSCs compared to the MC-bEPSCs.

**Figure 8:**
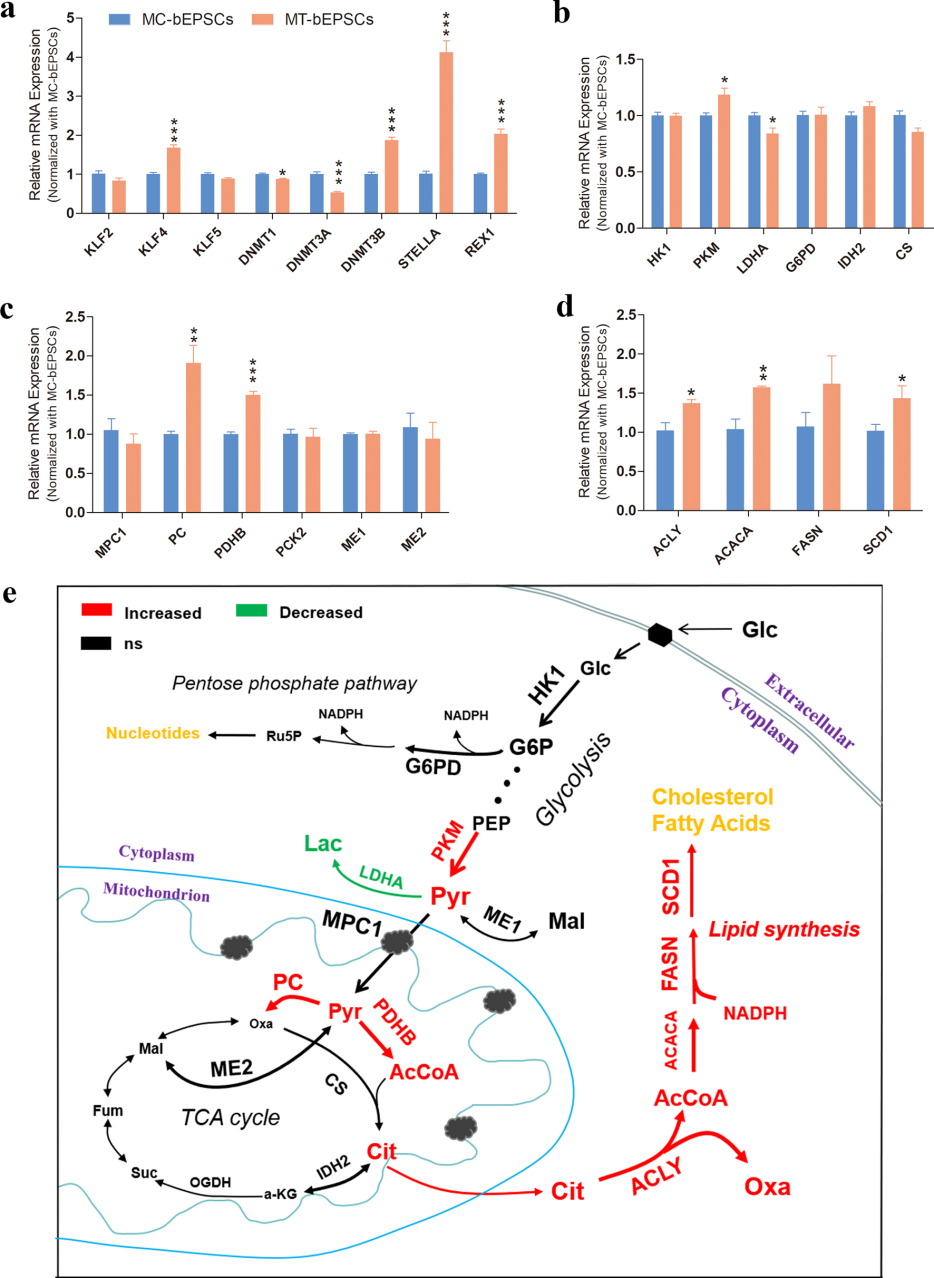
Characterization of central carbon metabolism in the bEPSCs grown on methanol-fixed MEFs. (**a**) RT-PCR analysis shows the expression levels of pluripotent regulatory genes, KLF2, KLF4, KLF5, DNMT1, DNMT3A, DNMT3B, STELLA and REX1, in the MC-bEPSCs and MT-bEPSCs. (**b**) RT-PCR analysis shows the expression levels of genes encoding key catalytic enzymes, HK1, PKM, LDHA, G6PD, IDH2 and CS, in major metabolic pathways. (**c**) RT-PCR analysis shows the expression levels of genes encoding the catalytic enzymes, MPC1, PC, PDHB, PCK2, ME1 and ME2, related to pyruvate metabolism. (**d**) RT-PCR analysis shows the expression levels of genes encoding the catalytic enzymes, ACLY, ACACA, FASN and SCD1, involved in de novo fatty acid biosynthesis. (**e**) The metabolic diagram shows differential expression of genes mentioned above.

## Discussion

The transmembrane ECMs and adhesion proteins that secreted by feeder cells retained after chemical fixation, which could maintain the pluripotency and differentiation potential of stem cells for a long time^13,15,29,37^. The chemical fixed feeder cells avoid the heterologous cell contaminations and provides inspiration for the application of artificial microenvironments in feeder-free culture. However, the previous studies did not show the global profiles in gene expression and the metabolic characteristics of stem cells grown on chemical fixed feeder layers^13,15,29,37^. In this study, MEFs were treated with methanol to generated chemical fixed feeder cells. The pluripotency and metabolism of bESCs cultured on MT-MEFs were compared with MC-MEFs from the perspective of global gene expression profiles.

Our results showed that methanol fixed MEFs could maintain the self-renewal and differentiation potential of bESCs over 20 passages, but generated the different molecular expression patterns and metabolic alteration for bESCs. The DEGs enriched in GO terms and KEGG pathway used to analyze the transcriptome sequencing data, and the function of the proteins encoded by DEGs was annotated according to the Uniprot database (https://www.uniprot.org/). We presumed the DEGs enriched in the GO terms and KEGG pathways possessing the largest number of genes and relatively significant difference generally represent the main molecular expression differences between MC-F7 and MT-F7.

Cell surface receptor signaling pathway (CSR) is a series of molecular signals originated by activation of the receptors on the surface of cells, and finales with regulation of downstream cellular processes, e.g. transcription. In this study, we found that the up-regulation of genes in CSR involved in early embryonic development and stem cell characteristics (Fig. 5a, Table S2), which indicated bESCs cultured on MT-MEFs still exhibited the characteristics of PSCs. While the up-regulation expression of EFNA5, FGF8 and FGF3 enriched in the RAS signaling pathway indicating some differentiations of bESCs grown on the MT-MEFs. The Ras proteins are GTPases that function as molecular switches for signaling pathways regulated cell proliferation, survival, growth, migration and differentiation. Activated RAS (RAS-GTP) regulates multiple cellular functions through effectors including Raf, phosphatidylinositol 3-kinase (PI3K), and Ral guanine nucleotide-dissociation stimulator (RALGDS)^38–41^. EFNA5 is the Eph receptor on the cell surface, a family of receptor tyrosine kinases, which plays an important role in migration and adhesion during the development of neurons, blood vessels and epithelium^42,43^. FGF3 and FGF8 are involved in the regulation of embryonic development, proliferation, differentiation and migration, and are required for normal brain, eyes, ears and limb development during embryogenesis^44–48^. However, the increased expression of ECMs and growth factors might display the self-adaptive ability of bESCs to the change of feeder cells. The previous studies have shown that the IGF-II/IGF1R axis plays a central and direct role in the self-renewal and pluripotency maintenance of human embryonic stem cells (hESCs). Blocking the IGF-II/IGF1R pathway will reduce the survival rate and clone formation ability of hESCs^49^. Here, the increased expression of IGF2 gene might reveal that bESCs antagonizes differentiation through self-regulation. The Hippo signaling, a highly conserved signaling pathway from insects to mammals regulates organ size and participates in the normal development of the embryo^50–53^. The upregulation of genes enriched in this pathway reveals that some differentiated cells may generate from bESCs.

The cell adhesion molecules (CAMs) are involved in cellular adhesion within the microenvironment; their interaction with the surface ligands leads to the activation of crucial signaling associated with the promotion of stemness and self-renewal capacity^54,55^. As a member of the typical cadherin families, CDH1 (E-cadherin) is essential in epithelialization, cell rearrangement, histogenesis, establishment of cell polarity and maintenance of tissue structure in early mouse embryos^56^. E-cadherin represents a marker for undifferentiated cells; the high expression of E-cadherin correlated with the promotion of the pluripotency and self-renewal potential of hESCs^57,58^. E-cadherin-mediated cell–cell adhesion is critical for the pluripotency and the dense clonal morphology of the mESCs in the in vitro cultures^59,60^. E-cadherin gene knockout (Cdh1^−/−^) leads to the loss of the ability of compaction during early embryonic development^61^. Therefore, the flattened phenotype of MT-F7 clones may attribute to the decreased levels of CDH1, CLDN3 and CLDN7 enriched in CAMs.

The microenvironment must retain low levels of oxygen in order to minimize the damage caused by DNA oxidation in stem cells^62^, and hESCs cultured under hypoxic conditions show lower spontaneous differentiation. However, this state could reverse by inhibiting the Notch pathway or transferring the culture to normal conditions^63,64^. Under hypoxic conditions, the activation of HIF1 promotes the transcription of glucose transporter and glycolytic enzyme genes, which plays a key role in the maintenance of glycolysis phenotype^65–70^. Glycolysis is the central pathway of glucose metabolism. The absorption and exit-flux of glucose must be balanced, and the flux through glycolysis must maintained by the enzymes in glycolysis^71^. In this study, the expression of HIF-1 genes decreased relatively in MT-F7, and the genes enriched in the down-regulated HIF1 signaling pathway, carbohydrate metabolic process and carbohydrate catabolic process (except for MPI, GPI, IGFBP3 and AKR1A1 in Fig. 5b,d), belong to the main catalytic enzymes in the glycolysis pathway. The decreased glycolysis in MT-F7 would lead to the reduction of pyruvate and pyruvate-AcCoA flux, and the extremely low density of exogenous fatty acids in CTFR could not support the fatty acids oxidation to produce AcCoA. Pyruvate, junction point of glycolysis and TCA cycle, was the key intermediate of the glycolysis pathway, and the upstream substrate of lactate (Lac). Wellen et al. proposed a new mechanism to link glucose metabolism to chromatin modification and overall transcriptional control through ATP-citrate lysate and the production of acetyl-CoA (Acetyl-CoA)^72^. And Arieh Moussaieff et al. have proved that the Pyruvate-AcCoA pathway plays an important role in maintaining the pluripotency of ESCs by increasing histone acetylation^73^. Here, the decreased LDHA expression in MT-F7 might relate to the decrease of pyruvate-lactate flux. This may lead to the main flux of pyruvate producing more AcCoA through the pyruvate-AcCoA pathway. The increased expression of MPC1 indicates transfer pyruvate into the mitochondria for AcCoA production^74^. The increased expression of GPT1 and GPT2 could catalyze more alanine converting to pyruvate. In addition, the up-regulated ACSS2 and ACSS3 might catalyze more acetate to AcCoA^75^. Increased expression of KAT2/5/8 might play a positive role in the maintenance of histone acetylation in MT-F7 (Fig. S4c). Wang et al. have found that fatty acid (FA) synthesis activation is critical for stem cell pluripotency^33^. Our results show that the expression level of FA synthases in MT-F7 was maintained or increased. The reduction of glycolysis was disadvantageous to the maintenance of bESCs pluripotency; however, the adjustment of metabolic patterns to make up for this deficiency might be advantage to the maintenance of bESCs identity.

The differences of the global transcript expression and metabolism between MT-F7 and MC-F7 mainly due to the fixed MEF lose metabolic, as well as the ability of secretion of growth factors and other cytokines. This led to the shortage of growth factors derived from MEFs. The previous studies have shown that MEF produces factors needed for hESC pluripotency, including known signaling receptor ligands, extracellular proteases and extracellular matrix components, which might relate to the signaling transduction of PSCs^76^. The FGF2 treatment on MEF is essential for the production of these factors, and in the absence of FGF2, these secretory factors are down-regulated^76^. Moreover, the quantitative and semiquantitative immunoassay of growth factors and cytokines in the conditioned medium of STO and CF-1 mouse feeder cells show that the most abundant cytokine proteins expressed in MEF were Activin A, hepatocyte growth factor (HGF), insulin-like growth factor 1 (IGF1) and insulin-like growth factor 2 (IGF2)^11^. And Eiselleova et al. confirmed that the presence of FGF2 could increase the secretion of TGF-βand Activin A from MEFs, while MEF itself hardly secretes FGF2^9^. Here, however, the interruption of MEF-derived growth factors did not lead to complete differentiation of bESCs grown on MT-MEFs. Not only that, bESCs showed heterogeneous expression of pluripotent markers, and possessed the identical differentiation ability after 23 passages. Bendall et al. have demonstrated that the self-renewal and pluripotent properties of hESCs, grown on Matrigel with condition medium, depend on the dynamic interaction between hESCs and autologously hESCs derived fibroblast-like cells (hdFS), while inhibition of the FGF pathway indirectly leads to hESCs differentiation^49^. Similarly, bESCs grown on the MT-MEFs increased the expression of ECMs and growth factor genes, indicated that some bESCs derived fibroblast-like cells might make up for the lack of secretion from feeder layers. Hence, we speculate that the alteration of glucose metabolism, including the decline of glycolysis, seems to relate to the lack of some known signaling receptor ligands in the culture medium, such as Activin A or IGF2, which might relate to signaling transductions.

The overall metabolic characteristics, especially the down-regulation of the glycolysis pathway and the up-regulation of development-related genes, suggest that the MT-MEFs could not completely replicate the state of bESCs on the traditional feeder layer; in other words, the culture system might requires the addition of some growth factors and the up-regulation of signal pathways related to carbohydrate metabolism. Our study provide a reference for the optimization of the culturing system of bESCs, which included supplementation of growth factors (such as Activin A, IGF2, TGF-β, etc.), up-regulation of the glycolysis pathway (agonists of glycolysis metabolic enzymes), inhibition of differentiation-related signaling pathways, and maintenance of hypoxia environment.

Significantly, the bEPSCs grown on methanol-treated MEFs exhibited up-regulation of the three core pluripotency regulators and some important pluripotent genes. Metabolically, the expression levels of key glycolytic rate-limiting enzymes and fatty acid de novo synthases coding genes were higher in MT-bEPSCs. The activity of important metabolic pathways such as glycolysis and fatty acid de novo biosynthesis are positively involved with the pluripotency maintenance of stem cell^31–33^.

According to the results of this study, MT-MEFs seem to have limitations in maintaining pluripotency of bESCs, but their applicability seems to be different depending on the culture conditions or type of stem cells. We speculate that methanol-fixed MEFs may be more suitable for the growth of naïve-state embryonic stem cells than primed-state stem cells, due to the mESCs^13^ exhibited a similar phenomenon to bEPCs on MT-MEFs. In addition, the adjustment of medium conditions is closely related to the maintenance or transformation of the pluripotent state of stem cells^77^, but the specific mechanism is still unsolved.

## Conclusions

The methanol-fixed MEFs were efficient feeder layer, which can maintain the self-renewal of bPSCs. While the pluripotent markers and the metabolic characteristics of the bPSCs were altered this feeder layer.

## Supplementary Information

Supplementary Information.

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Information files. Gene expression data of MC-F7 and MT-F7 are available in the GEO databases under the accession number GSE199731.

# Supplementary material for: Methanol fixed feeder layers altered the pluripotency and metabolism of bovine pluripotent stem cells
**Source:** Sci Rep. 2022 Jun 2;12:9177. doi: 10.1038/s41598-022-13249-3
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplemental Information**

**Methanol fixed feeder layers altered the pluripotency and metabolism of bovine pluripotent stem cells**

Wenqiang Xu[^1^](#第1单位)^,2^, Ruifeng Hao[^1^](#第1单位), Jing Wang[^1^](#第1单位), Lingna Gao[^1^](#第1单位), Xuejie Han[^1^](#第1单位), Chen Li[^1^](#第1单位), Shu Fang[^1^](#第1单位), Hui Zhang^3^, Xueling Li ^1^[^*^](#OLE_LINK2)

^
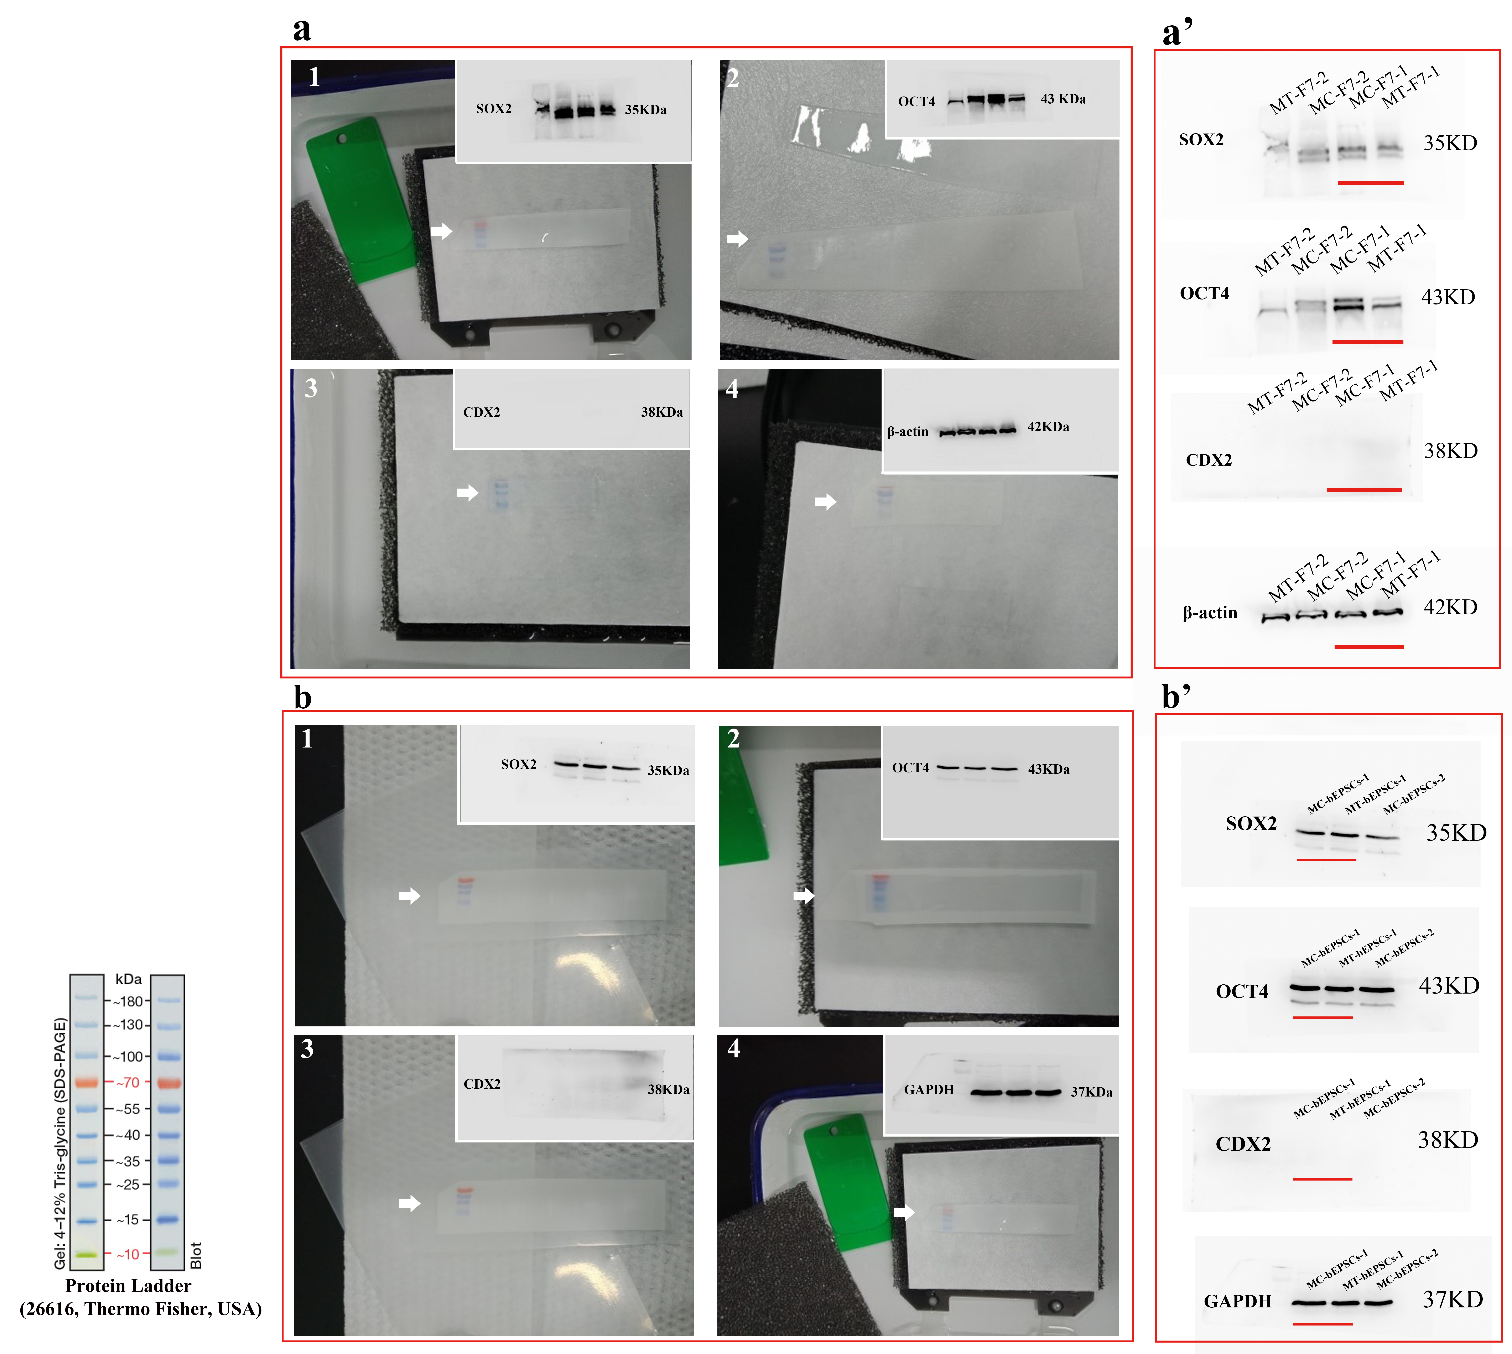
^

**Figure S1 The full-length membranes and cropped blots for Western botting.** (a, a’) The full-length membranes and cropped blot of SOX2, OCT4, CDX2 and ß-actin of bESCs cultured on MT-MEFs and MC-MEFs. (b, b’) The full-length membranes and cropped blot of SOX2, OCT4, CDX2 and GAPDH of bEPSCs cultured on MT-MEFs and MC-MEFs. The transferred membranes was indicated by arrows, which is located at the left side of each membrane in each image containing the protein ladder produced by Thermo Fisher with the red band represents 70 KDa. The developed blots in the upper right corner of each image showing the bands of the internal reference proteins and the target proteins, but exclude the bands of the protein ladders.

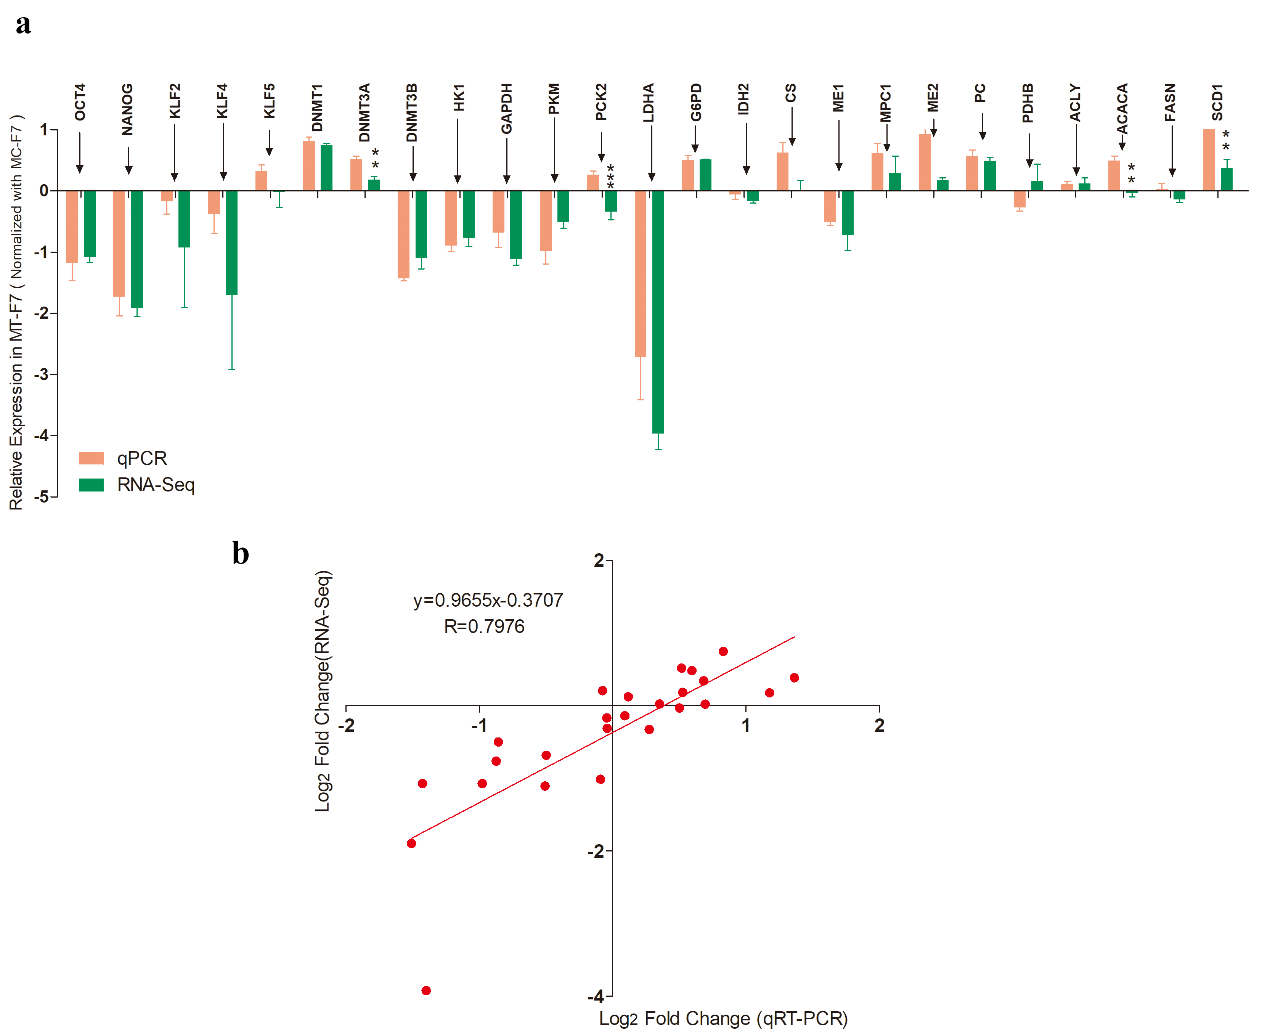

**Figure S2 Validation of the availability of RNA-seq by RT-PCR.** (a) The genes related to pluripotency regulators and key catalytic enzymes in major metabolic pathways of stem cells were selected for the validation of the availability of RNA-seq by RT-PCR. (b) The accordance of RNA-seq and RT-PCR were confirmed by a correlation coefficient of 0.7976, further indicated the credibility of RNA-seq in this study.

**
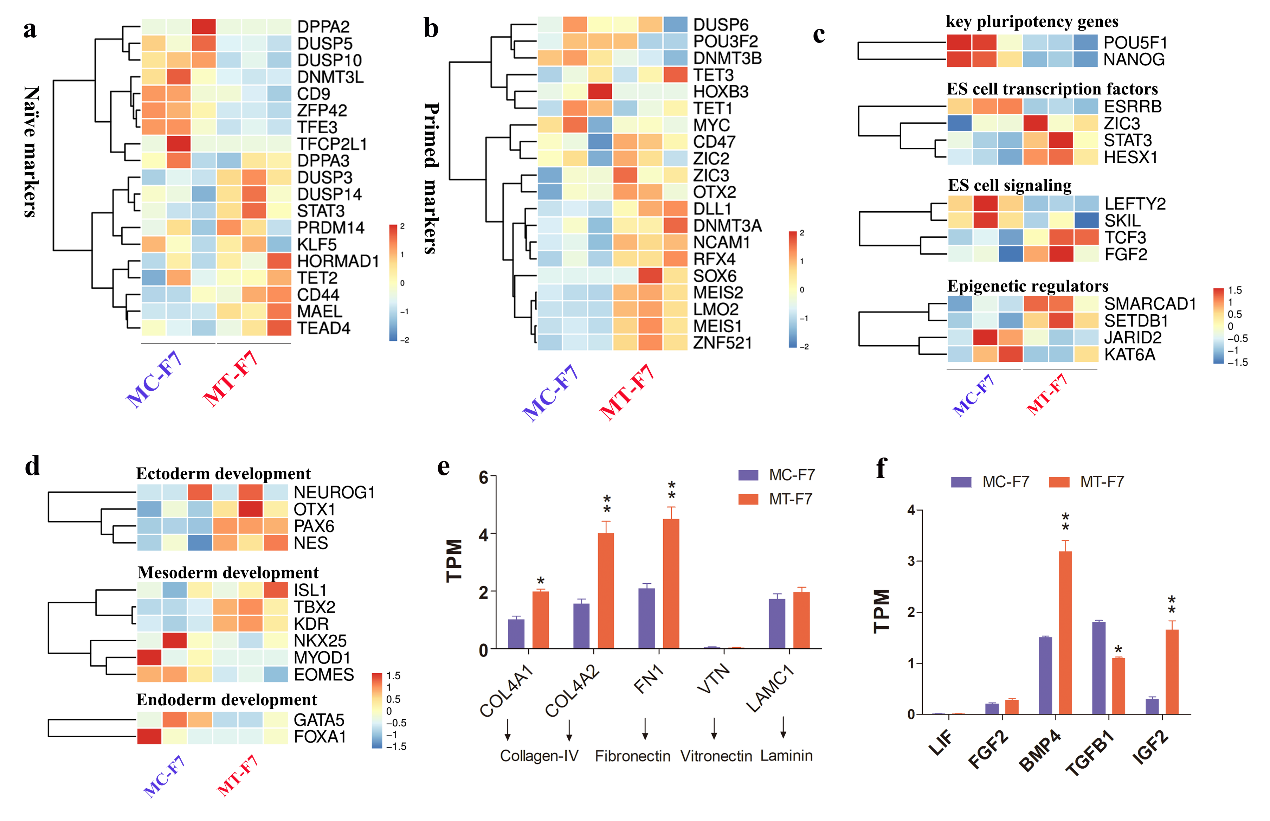
**

**Figure S3 Effects of methanol-fixed feeder layer on the expression of pluripotent factors and differentiated marker of bESCs (RNA-seq)**

(a, b) The differences of naïve and primed marker genes in MC-F7 and MT-F7. (c) The differences of pluripotent factors in MC-F7 and MT-F7. (d) The differences of three germ layers marker genes in MC-F7 and MT-F7.(e) The differences of extracellular matrix protein coding genes in MC-F7 and MT-F7. (f)The differences of growth factor coding genes in MC-F7 and MT-F7.

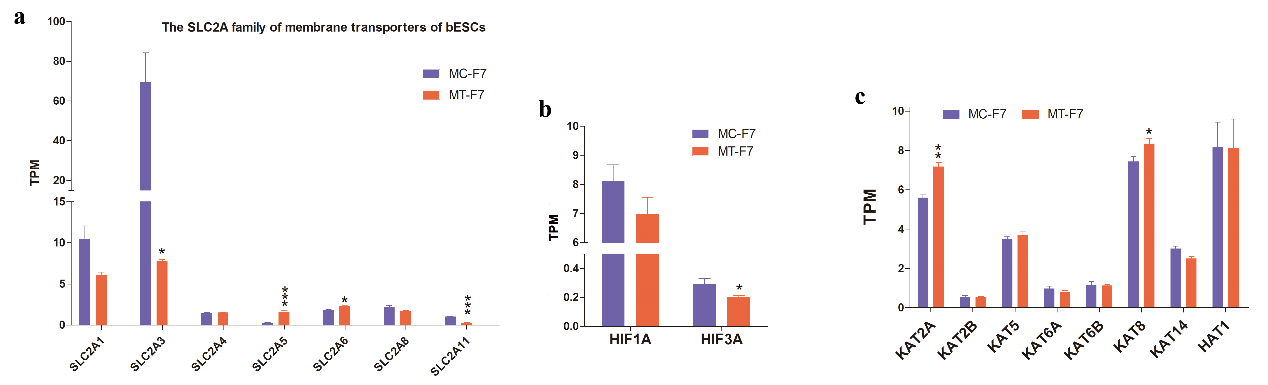

**Figure S4** (a) The differences of SLC2A family in MC-F7 and MT-F7. Among the members of SLC2A family, SLC2A1 and SLC2A3 showed the highest transcriptional levels. (b) Differences of gene expression of HIF1A and HIF3A in MC-F7 and MT-F7. (c) Differences of gene expression of KATs in MC-F7 and MT-F7.

**Supplemental Procedure**

***Bovine extended pluripotent stem cells (bEPSCs) culture***

Bovine EPSCs were provided by Inner Mongolia University. The LCDM medium prepared as previous report [1], which contains equal volume of DMEM/F12 (Thermo Fisher Scientific, USA) and Neurobasal (Thermo Fisher Scientific, USA), and supplemented with 0.5% N2 supplement (Thermo Fisher Scientific, USA), 1% B27 supplement (Thermo Fisher Scientific, USA), 1% nonessential amino acids, 1% L-glutamine, penicillin/streptomycin, 0.1 mM b-mercaptoethanol, 5% knockout serum replacement (Thermo Fisher Scientific, USA), 10 ng/mL recombinant human LIF (L, Millipore, USA), 2 mM (S)-(+)-dimethindene maleate (D, Tocris, UK), 1 mM CHIR99021(C, Tocris, UK), and 2 mM minocycline hydrochloride (M, MCE, USA).

bEPSCs were co-cultured with MC-MEF or MT-MEF at 37℃and 5% CO_2_, and the culture medium were refreshed every 24 hours. When reached about 80% confluence, the cells were dissociated by TrypLE (Gibco, USA) and platedon to the newly prepared MC-MEF or MT-MEF. The MC-bEPSCs were purified by velocity dependent adhesion method mentioned above before collection, while the MT-bEPSCs could be collected directly by centrifugation.

***Growth curve-bEPSCs***

The CCK-8 cell count kit (Solarbio, China) was used to test the growth rate of bEPSCs. In short, 3.6x10^3^ stem cells were plated on the resuscitated MC-MEF or MT-MEF during passaging (48-well plate). The MC-MEFs or MT-MEFs immersed in the LCDM medium (stem cells free) were used as parallel blank control to correct the OD value. 20 μl of CCK-8 reagent was added to each well and incubated at 37 °C and 5% CO2 for 3h. The absorbance OD values at 450 nm were measured every 24 hours for 5 days. The culture medium in the remaining well were refreshed after tests.

***Other methods are the same as for bESCs***

**References**

Yang Y, Liu B, Xu J, Wang J, Wu J, Shi C, Xu Y,Dong J, Wang C, Lai W et al. (2017) Derivation of pluripotent stem cells with in vivo embryonic and extraembryonic potency. Cell 169, 243–257, e25.

**Table S1 Primers for RT-PCR (*Bos taurus*)**

| Gene | Forward primer (5'->3') | Reverse primer (5'->3') |
| --- | --- | --- |
| *OCT4* | GGTTCTCTTTGGAAAGGTGTT | ACACTCGGACCACGTCTTTC |
| *SOX2* | CATCCACAGCAAATGACAGC | TTTCTGCAAAGCTCCTACCG |
| *NANOG* | TTCCCTCCTCCATGGATCTG | ATTTGCTGGAGACTGAGGTA |
| *CDX2* | CTCCTGGACAAGGACGTGAG | ACATGGTATCCGCCGTAGTC |
| *GAPDH* | GGGTCATCATCTCTGCACCT | GGTCATAAGTCCCTCCACGA |
| *DNMT3L* | ATGAGCAACTGGGTCTGCTT | GGGCTCTCTCTTCCACACAG |
| *DNMT3A* | CTGGTGCTGAAGGACTTGGGC | CAGAAGAAGGGGCGGTCATC |
| *DNMT3B* | CCGCAGATCAAGCTCAC | GTTATTTCGGGTTCGGAC |
| *DNMT1* | AGTGGGGGACTGTGTTTCTG | TGTACGAGAGCTGCATGTCC |
| *PRDM14* | CGGAGACAATTCCCTGATGT | CACGGGAATGTCCAGAAACT |
| *KLF2* | CCCTTCCAAACTGTGACTGG | GAGGATCGTGGTCTTCTCCC |
| *KLF4* | TCCCACCGCTCCATTAC | ATGAGAACTCTTCGTGTAGG |
| *KLF5* | TGTGCTTGCAGTGTTCTTCC | TGAATTGCCAGGTATGCTGC |
| *HK1* | CCTGATGGGACTGAGAACGG | ATTTCAATGGGAATGGCGTA |
| *PKM* | CACGAGTACCACGCAGAGACCA | TGCCCTTGATGAGCCCAGTTC |
| *LDHA* | AGTGTGCCTGTATGGAGTGGAG | TAATCATGGTGGAAATCGGATG |
| *G6PD* | TGAGGGTCGTGGGGGCTACTTT | GCTCGTTGCGCTTGCACTGCTG |
| *CS* | CCCTGACAGATCCCCGAGTT | GGCAGCAGTTTCTGGCATTC |
| *IDH2* | ATGGACGGCGATGAGATGAC | CCATTGGGGCTCTTCCACAT |
| *FASN* | TGCCTCCCTCAACTTCAAAAGA | CAAGTGGGAAAACACGGCAG |
| *MPC1* | TTTGCCCTCTGCTGTTACTCC | AGCCTTTTTAGACATCTCGTG |
| *ME2* | AGGACTTCTACCTCCCAAAAT | TCTCTCCATCAGTCACCACGA |
| *ME1* | TCTTGGTGTTGTGGCGTGTGG | AATGCTTCCTTGTTTGGGGGT |
| *PDHB* | TTCAGTCTGTGCCCATAGTCTT | CGTGTGTTCCTTGCCTTTCTAT |
| *PC* | GTTTCAGAGACATCCTGCTACG | CGCAGAACTTGAAGACCACATT |
| *PCK2* | CCCATCGGACTGGTGCCTAA | ATCCTGGTTGACCTGTTCTGT |
| *REX1* | GGAAGAGGACCCACTCCTTC | ACTTGGCCTCCTAGTGCATC |
| *ACTB* | GCGGCATTCACGAAACTACCTT | TCCTGCTTGCTGATCCACATCT |
| *HMBS* | TATTCGGGGAAACCTCAACA | CCCTGACCCACAGCATACAT |

**Table S2 The main function of the proteins encoded by the concerned genes.** The red font indicates the genes with relative increased level of expression in MT-F7 (MC-F7 as control). The annotations from uniprot (<https://www.uniprot.org/>) exhibited the main functions of proteins in Bos taurus species.

| **Gene ID** | **Gene names** | **Protein names(** from Uniprot : https://www.uniprot.org/**)** | **Main function(** from Uniprot : https://www.uniprot.org/**)** | **Entry** |
| --- | --- | --- | --- | --- |
| 280904 | **PTN** | Pleiotrophin (PTN) (Heparin-binding brain mitogen) (HBBM) (Heparin-binding growth factor 8) (HBGF-8) (Heparin-binding growth-associated molecule) (HB-GAM) (Heparin-binding neurite-promoting factor) (p18) | Secreted growth factors, participate in signal transduction and regulate cell proliferation, survival, growth, differentiation and migration. | [P21782](https://www.uniprot.org/uniprot/P21782) |
| 281631 | **APOA1** | Apolipoprotein A-I (Apo-AI) (ApoA-I) (Apolipoprotein A1) [Cleaved into: Proapolipoprotein A-I (ProapoA-I); Truncated apolipoprotein A-I] | Cofactors, involved in the binding and transfer of lipids. | [P15497](https://www.uniprot.org/uniprot/P15497) |
| 280795 | **FOS** | Proto-oncogene c-Fos (Cellular oncogene fos) | Nuclear phosphoprotein,plays an important role in TGF- β signal transduction, cell proliferation and differentiation. | [O77628](https://www.uniprot.org/uniprot/O77628) |
| 614630 | **CTNNBIP1** | Beta-catenin-interacting protein 1 | Interacting protein, Prevents the interaction between CTNNB1 and TCF family members, and acts as negative regulator of the Wnt signaling pathway. | [Q5E9N2](https://www.uniprot.org/uniprot/Q5E9N2) |
| 537946 | **CDH6** | Cadherin-6 | Calcium-dependent cell adhesion proteins. Interact with themselves in a homophilic manner in connecting cells;Contribute to the sorting of heterogeneous cell types. | [Q3SWX5](https://www.uniprot.org/uniprot/Q3SWX5) |
| 507095 | **SPRY1** | Protein sprouty homolog 1 (Spry-1) | Protein sprouty homolog, Inhibits fibroblast growth factor (FGF)-induced retinal lens fiber differentiation, probably by inhibiting FGF-mediated phosphorylation of ERK1/2 .Inhibits TGFB-induced epithelial-to-mesenchymal transition in lens epithelial cells . | [A5D992](https://www.uniprot.org/uniprot/A5D992) |
| 505423 | **LGR4** | Leucine-rich repeat-containing G-protein coupled receptor 4 | G-protein coupled receptor, Receptor for R-spondins that potentiates the canonical Wnt signaling pathway and is involved in the formation of various organs. Upon binding to R-spondins, triggering the canonical Wnt signaling pathway to increase expression of target genes. | [F1MLX5](https://www.uniprot.org/uniprot/F1MLX5) |
| 327681 | **FST** | Follistatin (FS) (Activin-binding protein) | Activin-binding protein, Binds directly to activin and functions as an activin antagonist. Specific inhibitor of the biosynthesis and secretion of pituitary follicle stimulating hormone (FSH). | [P50291](https://www.uniprot.org/uniprot/P50291) |
| 505025 | **ID2** | DNA-binding protein inhibitor ID-2 (Inhibitor of DNA binding 2) (Inhibitor of differentiation 2) | Transcriptional regulator (lacking a basic DNA binding domain) . Implicated in regulating a variety of cellular processes, including cellular growth, senescence, differentiation, apoptosis, angiogenesis, and neoplastic transformation. | [Q3ZC46](https://www.uniprot.org/uniprot/Q3ZC46) |
| 281103 | **CCN2** | CCN family member 2 (Cellular communication network factor 2) (Connective tissue growth factor) | Connective tissue growth factor, Major connective tissue mitoattractant secreted by vascular endothelial cells. Mediates heparin- and divalent cation-dependent cell adhesion in many cell types including fibroblasts, myofibroblasts, endothelial and epithelial cells. | [O18739](https://www.uniprot.org/uniprot/O18739) |
| 538536 | **FZD5** | Frizzled class receptor 5 | amyloid-beta binding,protein-containing complex binding,protein kinase binding,ubiquitin protein ligase binding,Wnt-activated receptor activity,Wnt-protein binding Source. | [F1MGM1](https://www.uniprot.org/uniprot/F1MGM1) |
| 445417 | **FZD1** | FZD1 protein (Frizzled class receptor 1) | frizzled binding,PDZ domain binding,Wnt-activated receptor activity,Wnt-protein binding Source. | [A7MB15](https://www.uniprot.org/uniprot/A7MB15) |
| 616913 | **FZD8** | Frizzled class receptor 8 | PDZ domain binding,ubiquitin protein ligase binding,Wnt-activated receptor activity,Wnt-protein binding Source. | [A0A3Q1MA92](https://www.uniprot.org/uniprot/A0A3Q1MA92) |
| 508008 | **WNT5B** | Protein Wnt | Ligand for members of the frizzled family of seven transmembrane receptors. | [A0A3Q1LVG1](https://www.uniprot.org/uniprot/A0A3Q1LVG1) |
| 326284 | **FGF8** | Fibroblast growth factor (FGF) | fibroblast growth factor receptor binding,growth factor activity Source,type 1 fibroblast growth factor receptor binding,type 2 fibroblast growth factor receptor binding Source. | [F1N6G8](https://www.uniprot.org/uniprot/F1N6G8) |
| 521224 | **LOC521224** | Uncharacterized protein | Uncharacterized protein. GTPase activator activity,metal ion binding,phospholipid binding. | [F1N4Y6](https://www.uniprot.org/uniprot/F1N4Y6) |
| 616742 | **EFNA5** | Ephrin-A5 | chemorepellent activity,ephrin receptor binding,neurotrophin TRKB receptor binding. | [Q17R05](https://www.uniprot.org/uniprot/Q17R05) |
| 281240 | **IGF2** | Insulin-like growth factor II (IGF-II) (Erythrotropin) [Cleaved into: Insulin-like growth factor II; Preptin] | The insulin-like growth factors possess growth-promoting activity,and involved in tissue differentiation. In adults, involved in glucose metabolism in adipose tissue, skeletal muscle and liver. Acts as a ligand for integrin which is required for IGF2 signaling. | [P07456](https://www.uniprot.org/uniprot/P07456) |
| 618481 | **FGF3** | Fibroblast growth factor (FGF) | fibroblast growth factor receptor binding,growth factor activity. | [E1BGY3](https://www.uniprot.org/uniprot/E1BGY3) |

**Table S3 The main function of the proteins encoded by the concerned genes.** The green font indicates the genes with relative decreased level of expression in MT-F7 (MC-F7 as control). The annotations from uniprot (<https://www.uniprot.org/>) exhibited the main functions of proteins in Bos taurus species.

| **Gene ID** | **Gene names** | Protein names (from Uniprot : https://www.uniprot.org/) | Main function( from Uniprot : https://www.uniprot.org/) | **Entry** |
| --- | --- | --- | --- | --- |
| 281181 | **GAPDH** | Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (EC 1.2.1.12) (Peptidyl-cysteine S-nitrosylase GAPDH) (EC 2.6.99.) | Has both glyceraldehyde-3-phosphate dehydrogenase and nitrosylase activities, thereby playing a role in glycolysis and nuclear functions, respectively. | [P10096](https://www.uniprot.org/uniprot/P10096) |
| 281141 | **ENO1** | Alpha-enolase (EC 4.2.1.11) (2-phospho-D-glycerate hydro-lyase) (Enolase 1) (HAP47) (Non-neural enolase) (NNE) (Phosphopyruvate hydratase) | Glycolytic enzyme the catalyzes the conversion of 2-phosphoglycerate to phosphoenolpyruvate .In addition to glycolysis, involved in various processes such as growth control, hypoxia tolerance and allergic responses. | [Q9XSJ4](https://www.uniprot.org/uniprot/Q9XSJ4) |
| 404148 | **PGAM1** | Phosphoglycerate mutase 1 (EC 5.4.2.11) (EC 5.4.2.4) (BPG-dependent PGAM 1) (Phosphoglycerate mutase isozyme B) (PGAM-B) | Interconversion of 3- and 2-phosphoglycerate with 2,3-bisphosphoglycerate as the primer of the reaction. | [Q3SZ62](https://www.uniprot.org/uniprot/Q3SZ62) |
| 508683 | **PFKL** | ATP-dependent 6-phosphofructokinase, liver type (ATP-PFK) (PFK-L) (EC 2.7.1.11) (6-phosphofructokinase type B) (Phosphofructo-1-kinase isozyme B) (PFK-B) (Phosphohexokinase) | Catalyzes the phosphorylation of D-fructose 6-phosphate to fructose 1,6-bisphosphate by ATP, the first committing step of glycolysis .Negatively regulates the phagocyte oxidative burst in response to bacterial infection by controlling cellular NADPH biosynthesis and NADPH oxidase-derived reactive oxygen species. | [A1A4J1](https://www.uniprot.org/uniprot/A1A4J1) |
| 507476 | **PGK1** | Phosphoglycerate kinase 1 (EC 2.7.2.3) | Catalyzes one of the two ATP producing reactions in the glycolytic pathway via the reversible conversion of 1,3-diphosphoglycerate to 3-phosphoglycerate. | [Q3T0P6](https://www.uniprot.org/uniprot/Q3T0P6) |
| 280808 | **GPI** | Glucose-6-phosphate isomerase (GPI) (EC 5.3.1.9) (Autocrine motility factor) (AMF) (Neuroleukin) (NLK) (Phosphoglucose isomerase) (PGI) (Phosphohexose isomerase) (PHI) | In the cytoplasm, catalyzes the conversion of glucose-6-phosphate to fructose-6-phosphate, the second step in glycolysis, and the reverse reaction during gluconeogenesis .Besides it's role as a glycolytic enzyme, also acts as a secreted cytokine. | [Q3ZBD7](https://www.uniprot.org/uniprot/Q3ZBD7) |
| 282261 | **IGFBP3** | Insulin-like growth factor-binding protein 3 (IBP-3) (IGF-binding protein 3) (IGFBP-3) | IGF-binding proteins prolong the half-life of the IGFs and have been shown to either inhibit or stimulate the growth promoting effects of the IGFs on cell culture. | [P20959](https://www.uniprot.org/uniprot/P20959) |
| 281274 | **LDHA** | L-lactate dehydrogenase A chain (LDH-A) (EC 1.1.1.27) (LDH muscle subunit) (LDH-M) | involved in step 1 of the subpathway that synthesizes (S)-lactate from pyruvate. This subpathway is part of the pathway pyruvate fermentation to lactate, which is itself part of Fermentation. | [P19858](https://www.uniprot.org/uniprot/P19858) |
| 618607 | **AKR1A1** | Aldo-keto reductase family 1 member A1 (EC 1.1.1.2) (EC 1.1.1.33) (EC 1.1.1.372) (EC 1.1.1.54) (Alcohol dehydrogenase [NADP(+)]) (Aldehyde reductase) (Glucuronate reductase) (EC 1.1.1.19) (Glucuronolactone reductase) (EC 1.1.1.20) | Aldo-keto reductase, Catalyzes the NADPH-dependent reduction of a wide variety of carbonyl-containing compounds to their corresponding alcohols. | [Q3ZCJ2](https://www.uniprot.org/uniprot/Q3ZCJ2) |
| 513586 | **MPI** | Mannose-6-phosphate isomerase (EC 5.3.1.8) (Phosphohexomutase) (Phosphomannose isomerase) (PMI) | Involved in the synthesis of the GDP-mannose and dolichol-phosphate-mannose required for a number of critical mannosyl transfer reactions. | [Q3SZI0](https://www.uniprot.org/uniprot/Q3SZI0) |
| 282637 | **CDH1** | Cadherin-1 (Epithelial cadherin) (E-cadherin) (CD antigen CD324) [Cleaved into: E-Cad/CTF1; E-Cad/CTF2; E-Cad/CTF3] | Cadherins are calcium-dependent cell adhesion proteins,and involved in mechanisms regulating cell-cell adhesions, mobility and proliferation of epithelial cells. | [Q6R8F2](https://www.uniprot.org/uniprot/Q6R8F2) |
| 535043 | **ITGA6** | Integrin subunit alpha 6 | insulin-like growth factor I binding,neuregulin binding | [P53712](https://www.uniprot.org/uniprot/P53712) |
| 512975 | **CLDN7** | Claudin-7 | Multi-pass membrane protein, Plays a major role in tight junction-specific obliteration of the intercellular space. | [Q3B7N4](https://www.uniprot.org/uniprot/Q3B7N4) |
| 404153 | **CLDN3** | Claudin-3 | Multi-pass membrane protein, Plays a major role in tight junction-specific obliteration of the intercellular space, through calcium-independent cell-adhesion activity. | [Q765N9](https://www.uniprot.org/uniprot/Q765N9) |
| 281258 | **F11R** | Junctional adhesion molecule 1 (Junctional adhesion molecule A) | integrin binding,PDZ domain binding,protein homodimerization | [A0A3Q1MSB5](https://www.uniprot.org/uniprot/A0A3Q1MSB5) |
| 509566 | **ALDOA** | Fructose-bisphosphate aldolase (EC 4.1.2.13) | Involved in step 4 of the subpathway that synthesizes D-glyceraldehyde 3-phosphate and glycerone phosphate from D-glucose. | [A0A3Q1LMG1](https://www.uniprot.org/uniprot/A0A3Q1LMG1) |
| 504584 | **ALDOC** | Fructose-bisphosphate aldolase (EC 4.1.2.13) | Involved in step 4 of the subpathway that synthesizes D-glyceraldehyde 3-phosphate and glycerone phosphate from D-glucose. | [A0A3S5ZPB0](https://www.uniprot.org/uniprot/A0A3S5ZPB0) |
| 507119 | **PFKP** | ATP-dependent 6-phosphofructokinase (ATP-PFK) (Phosphofructokinase) (EC 2.7.1.11) (Phosphohexokinase) | Catalyzes the phosphorylation of D-fructose 6-phosphate to fructose 1,6-bisphosphate by ATP, the first committing step of glycolysis. | [E1BCW3](https://www.uniprot.org/uniprot/E1BCW3) |
| 281181 | **GAPDH** | Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) (EC 1.2.1.12) (Peptidyl-cysteine S-nitrosylase GAPDH) (EC 2.6.99.) | Has both glyceraldehyde-3-phosphate dehydrogenase and nitrosylase activities, thereby playing a role in glycolysis and nuclear functions, respectively. | [P10096](https://www.uniprot.org/uniprot/P10096) |

**Table S4 Genes play different roles in respective biological process or signaling pathways.** Such as the simultaneous appearance of PFKL, ENO1, PGK1 and GAPDH in Carbohydrate metabolic process, Carbohydrate catabolic process, and HIF 1 signaling pathway.

| **GO/KEGG pathways-DOWN** | **count** | **genes** |
| --- | --- | --- |
| Carbohydrate catabolic process**,**  Carbohydrate metabolic process**,**  HIF-1 signaling pathway | 4 | PFKL, ENO1, PGK1, GAPDH |
| Carbohydrate metabolic process**,**  HIF-1 signaling pathway | 1 | LDHA |
| Carbohydrate catabolic process, Carbohydrate metabolic process | 7 | GPI, PGAM1, ACTN3, FBP1, PPP1R3B, MIOX, AKR1A1 |
| Cell adhesion molecules | 20 | LOC100300510,CDH1,CLDN3,CLDN7,CD58,CLDN4,BOLA-DMB, BOLA-DRA, BOLADOA, NRXN1, CLDN19, ITGA6, IGSF11, SIGLEC1, ICOSLG, CD8B, LOC100848815,F11R,BLA-DQB,ITGA9 |
| HIF-1 signaling pathway | 12 | HK2,PIK3CD,PDK1,ALDOA,EGLN1,PRKCB,PFKP,ALDOC,HMOX1,NOS2,CAMK2B,FLT1 |
| Carbohydrate metabolic process | 9 | PPP1R3C,PHLDA2,IGFBP3,TFF3,MOGAT1,GULO,NPL,MPI,POMC |
| **GO/KEGG pathways-UP** | **count** | **genes** |
| Cell surface receptor signaling pathway**,**  Hippo signaling pathway | 1 | TGFB2 |
| Cell surface receptor signaling pathway**,**  Ras signaling pathway | 3 | PIK3R1,TEK,FGF5 |
| Cell surface receptor signaling pathway | 37 | NDP,RSPO3,TCIM,CDH6,FOS,CTNNBIP1,PTN,LGR5,EDN1,FRZB,SOCS2,ARL2BP,FAIM2,GFRA2,APOA1,ADGRD1,ADRB2,ELAPOR2,SPRY1,PLPP3,GLRB,APOD,ADGRL3,P2RY2,TRADD,PBLD,FST,EID2,CALCRL,MSX2,ISG15,IL18,EYA2,LGR4,ADORA1,MMP9,TMEM17 |
| Hippo signaling pathway | 20 | BMP5,TGFB3,FZD1,SERPINE1,CRB1,LEF1,CTNNA2,CCN2,WNT5B,FZD8,WNT5A,BMP7,ID2,CRB2,WWTR1,FRMD6,APC2,AMOT,BMPR1B,FZD5 |
| Ras signaling pathway | 23 | PLCE1,GAB2,ZAP70,GNG12,IGF2,KDR,LOC521224,RASGRP1,PDGFC,NGFR,PAK3,EFNA5,HTR7,FGF3,GNG11,RASAL2,VEGFC,GNB3,FGF10,FGF8,RGL1,PIK3R3,MAPK10 |

How the deposited data were processed for this re-analysis (not part of the article)

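RNA-seq data of F7 cells grown on mitomycin C-treated (MC-F7) and methanol-fixed (MT-F7) mouse embryonic fibroblasts were used, with 3 libraries in each group. The authors filtered the reads, aligned them to the Ensembl Bos taurus genome with Hisat2 and counted them on genes with featureCounts, and they deposited raw counts per Entrez gene for all 6 libraries. The paper's text does not name the genome build. The authors also deposited a second table, in another unit that they call TPM, which held 21653 lines. In that table 159 Ensembl identifiers were on more than 1 line, and 21357 genes were used. For nearly all genes compared, the ratio of its values to the counts was the same in all libraries. Counts divided by gene length and multiplied by 1 shared factor would give this, but the ratio was not compared with annotated gene lengths. The 6 columns together added up to 974194, and no column was scaled to 1000000.

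The count table held 19163 genes, 89 of them without a symbol. The total counts of the MC-F7 libraries were 23063522, 23414319 and 21958386, and those of the MT-F7 libraries were 24933430, 24930900 and 24271208. The 10 genes with the most counts took 21.1% ± 5.82 of the counts in MC-F7 and 22.5% ± 4.79 in MT-F7 (SD, n = 3). The smallest amount taken as detected was 3 counts, and where all libraries of one group were at or under it, a fold was computed against it and given as a lower bound.

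Genes were kept by filterByExpr (minimum count 10, minimum total count 15) in edgeR 4.0.16 under R 4.3.3, which left 13001 genes, and library sizes were normalized by TMM, with factors from 0.971 to 1.04. MT-F7 was compared with MC-F7 by edgeR's quasi-likelihood test without a block, two-sided, and p values were adjusted by the Benjamini-Hochberg method over all tested genes. An adjusted p under 0.05 was the threshold. For this test, the standard error was the absolute log2 fold change divided by the square root of the F statistic. It depends on the model fitted across all genes, not only on the spread of that gene's libraries. The rule of the paper's results section, an absolute log2 fold change over 1.5 with an unadjusted p under 0.05, was applied to the same test. The p values for genes named by the paper were adjusted again over each list. Lists of genes were tested with camera in limma 3.58.1 (inter-gene correlation 0.01, at least 5 tested genes in a list, adjustment over 7 lists, and over 5 lists for those written after the strongest changes were seen). Chromosome medians were compared by a permutation of gene positions with 10000 draws and seed 1, on chromosomes with at least 50 tested genes. Pearson's r between libraries was computed on log2(TPM + 1). Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

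The steps were tested on simulated data with the library sizes of the 6 samples and 19163 genes, of which 200 were changed. The quasi-likelihood test recovered 175 of them (87.5%), and 6 of its calls (3.31%) were genes that had not been changed. Over 10 ways of testing, the share recovered was between 66% and 87.5%, and the highest share of calls on unchanged genes was 8.79%. Of 2 simulated lists, camera called the lowered one and not the unchanged one, and among 30 simulated chromosomes the 1 shifted chromosome was the only one called. All genes were simulated independently with the same dispersion and without variation shared by same-numbered replicates. The simulation therefore cannot show how often camera passes an unchanged list of genes that vary together.

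The genes examined are every gene that the paper names in its RNA-seq sentences, in Figs. 5, 6b to d, S2, S3 and S4 and in Table S4 (a few of them are not reported here), members of the tested lists, and the 10 genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, groups that did not overlap and a mean of at least 1 CPM. The alternatives were RLE factors, library size only, the Wald test of DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, all genes with at least 1 count, genes with at least 10 counts in every library, the replicate number as a block, each library left out in turn, limma on log2(TPM + 1) and on log2(TPM + 0.1), genes with a mean TPM of at least 1, an absolute log2 fold change over 1, the fry rotation test, and an inter-gene correlation of 0.05. Alternatives chosen after the data had been seen were the TPM values rescaled to 1000000 per library, the removal of the genes of the mitochondrial genome, and combinations of a filter, a test and a fold change limit for the count of differentially expressed genes. GO and KEGG enrichments were not recomputed, because no table of terms was at hand. Alignment rates and RT-PCR values were not analysed here.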

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

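The lists of anterior neural, mesoderm and endoderm, fibroblast transcription factor and paternally expressed genes, the sums over HOX genes, the removal of mitochondrial genes and the counts of other splits, except for the number of genes at an adjusted p under 0.05, were tests chosen only after the result was seen. The other tests, the 7 gene lists and the alternatives not marked as added were set before the data were examined. The paper had already reported lower glycolytic genes and higher matrix genes from these libraries, so such lists were not blind to its results.

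The genes with the largest changes are, apart from LEFTY2, genes that the paper does not discuss. DKK1 was at least 56.7-fold higher in MT-F7, HMX1 at least 49.4-fold, MAB21L1 at least 32.2-fold, CRYBB3 at least 21.1-fold and CDH9 at least 16.1-fold, each against MC-F7 libraries with 3 counts or fewer. MAB21L2 had a log2 fold change of 5.76 (standard error 0.577, adjusted p = 1.8e-05), HCRT had a log2 fold change of 4.92 (standard error 0.319, adjusted p = 7.7e-07) and CAPN6 had a log2 fold change of 4.7 (standard error 0.237, adjusted p = 3.5e-07). MIR214 was lower, with a log2 fold change of -5.03 (standard error 0.496, adjusted p = 1.6e-05). At least 10 counts in every library of one group and at most 3 in the other were found for 21 genes in MT-F7 and 13 genes in MC-F7.

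Genes of the anterior neural plate and eye field were frequent among the strongest increases, and 16 of them, chosen for that, had log2 fold changes from 2.52 to 4.04. This led to the hypothesis that MT-F7 cells may have shifted toward that fate. A further 12 tested genes of that fate, whose values had not been looked at, were higher as a set, with a median log2 fold change of 1.39, 10 genes higher and 2 lower, and an adjusted p of 1.2e-07 (1.7e-08 to 3.8e-05 over the alternatives). Their mean log2 level was above every MC-F7 library in all 3 MT-F7 libraries. Among the other 9 splits of the libraries camera gave an adjusted p under 0.05 for this list in 6, and the largest median was 0.498 in size. These splits have 2 libraries of one group on each side and keep part of the difference. If the change were a differentiation toward all germ layers, mesoderm and endoderm genes would be higher as well. They had a median of -0.47 and an adjusted p of 0.24 over 7 genes, lower in all 3 MT-F7 libraries, and from 0.023 upward over the alternatives. Only 7 of the 17 listed genes could be tested, 3 higher and 4 lower. Among mesodermal markers that the paper names, KDR and TBX2 were higher and EOMES was lower. The 7 genes did not rise as a set, but so few genes cannot exclude differentiation beyond the neural fate. Relative gene length went with the log2 fold change only weakly (Spearman rho 0.0856 across genes, which are not independent replicates). Without the mitochondrial genes 3017 genes had an adjusted p under 0.05. The real split was 1 of the 4 splits that part all 3 same-numbered pairs to give as many genes at an adjusted p under 0.05. It gave 3016 genes, and each of the other 9 splits gave 0 (29 to 1049 at the unadjusted p). With 10 splits the share cannot be under 0.1 whatever the data, so this count could not have excluded a chance division of the libraries and is no evidence for one.

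HOX genes were detected mainly in MC-F7, with 552 counts over its 3 libraries (146, 210 and 196) against 61 in MT-F7 (33, 15 and 13). All 16 HOX genes with at least 10 counts over the 6 libraries, of 37 in the table, had fewer counts in MT-F7. HOXC6 was at least 11.2-fold and HOXC9 at least 12.1-fold lower. RNA from living feeder fibroblasts in the MC-F7 cultures is a candidate source, and it would also give lower levels of other fibroblast genes in MT-F7. A set of 12 further fibroblast transcription factors did not differ (adjusted p = 0.87, 0.57 to 0.97 over the alternatives, median log2 fold change 0.043), with 2 genes higher and 2 lower at an adjusted p under 0.05, and the 25 fibroblast markers were higher, not lower, in MT-F7 (adjusted p = 9.2e-04). A loss of reads to a similar gene would show as a gain in another HOX gene, and the largest gain was 5 counts. Extracellular matrix genes and many fibroblast markers were higher in MT-F7, and such a rise would hide feeder RNA in MC-F7. The HOX difference therefore cannot be told apart from carry-over of feeder RNA. The paper gives a lower alignment rate for MC-F7, which was not analysed here.

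Imprinted genes had a median log2 fold change of 0.31, with 12 of 16 higher and an adjusted p of 2.4e-07 (1.2e-08 to 3.2e-05 over the alternatives), and their mean level was above every MC-F7 library in all 3 MT-F7 libraries. MEST (2.77), DLK1 (2.35), IGF2, PEG10, SGCE, CDKN1C and NDN had an adjusted p under 0.05. A median as large in size was seen in 2 of the 10 splits, the real one included. Loss of imprinting on the silent copy of genes expressed from the paternal copy may raise them, and the 10 tested genes of that kind were higher as a set (adjusted p = 8.6e-10, median 1.31, 8 of 10 genes higher). Only 4 genes expressed from the maternal copy were tested, fewer than the 5 needed. Of these, 3 were higher and 1 lower, with log2 fold changes from -1.06 to 1.11 and a median of 0.156, and 1 had an adjusted p under 0.05. Their mean level was also above every MC-F7 library in all 3 MT-F7 libraries. With so few genes and both directions among them, it cannot be told whether the rise was confined to genes expressed from the paternal copy. Counts do not tell the copies apart, so loss of imprinting cannot be told apart from a rise of the active copy.

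Cholesterol biosynthesis enzymes had a median log2 fold change of 0.21, with 18 of 21 genes higher, 3 of them at an adjusted p under 0.05, and an adjusted p of 0.042 for the set (0.018 to 0.12 over the alternatives). Their mean level was above every MC-F7 library in all 3 MT-F7 libraries. The largest median in another split was 0.181 in size, and the set passed in 4 of the other 9 splits. No biological explanation was tested.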

How the results depend on the processing

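The removal of mitochondrial genes, the rescaled TPM values and the combinations with an absolute log2 fold change over 1 were tests chosen only after the result was seen, as were the lists of mesoderm and endoderm genes and fibroblast transcription factors.

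The number of genes by the rule of an absolute log2 fold change over 1.5 and an unadjusted p under 0.05 was 856. It was 531 with at least 10 counts in every library, 76 with limma on log2(TPM + 1), 1694 with an absolute log2 fold change over 1, and, among the added settings, 267 on the rescaled TPM, 2012 with all genes with at least 1 count and an absolute log2 fold change over 1, and 2148 with the exact test in addition. With an adjusted p the same rule gave 822, and these settings gave 531, 75, 1489 and, on the rescaled TPM, 256. At an adjusted p under 0.05 alone, 3016 genes passed. The replicate block gave 4674, which included all 3016, the 6 fits that each left out 1 library gave 1914 to 3093, and limma on genes with a mean TPM of at least 1 gave 1399. No gene called both in this test and under a setting compared had the opposite direction there. With limma on log2(TPM + 1), 65.4% of 2367 genes were higher in MT-F7 against 51.5% in the test on counts. The median log2 ratio of MT-F7 to MC-F7 lay 0.130 above that of the TMM-normalized counts in the deposited TPM values and 0.081 above it in the rescaled ones. Limma on log2(TPM + 0.1) gave 362 genes by the rule with an unadjusted p, so the drop to 76 depended in part on the value added before the logarithm. Apart from this and the differences in scale, the cause was not tested.

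The mean correlation between the groups was 0.948 with genes of a mean TPM of at least 1 and 0.951 without a logarithm. Within MC-F7 these settings gave 0.985 and 0.976, and within MT-F7 0.982 and 0.984. In both, the groups stayed more alike within than between on average, and the cause was not tested.

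Among the gene lists, glycolysis, hypoxia, fibroblast markers, imprinted genes and extracellular matrix genes kept their direction and an adjusted p under 0.05 under every alternative run for them. The adjusted p of the cholesterol list was 0.122 with an inter-gene correlation of 0.05 and 0.0183 to 0.119 when 1 library was left out. The direction that camera gave for the mitochondrial oxidative phosphorylation genes changed when some libraries were left out, where the median log2 fold change ran from -0.23 to 0.23, with adjusted p values from 0.119 to 0.873 over those fits. The mesoderm and endoderm list had an adjusted p of 0.0231 with fry, and the adjusted p of the fibroblast transcription factors was 0.623 to 0.97 over the fits that left out 1 library. The direction that camera gave for these factors changed without MC-F7 replicate 2, and their median log2 fold change of 0.043 became -0.27 without MT-F7 replicate 1 and -0.22 with all genes with at least 1 count. In these lists the cause was not tested.

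Of 134 genes reported one by one, 86 had an adjusted p under 0.05 and all 86 kept their direction under every alternative that could test them. Over 2493 values under the alternatives, 183 changed, of which 86 were weaker, 49 stronger and 48 in the opposite direction. The replicate block made 16 stronger, such as GPT (log2 fold change 0.46, adjusted p = 0.0098). The 17 genes that changed direction had an absolute log2 fold change of at most 0.397 and an adjusted p of at least 0.632, and 0 of their opposite values passed the threshold. The ranges over the fits that left out 1 library were -0.045 to 0.34 for PRDM14, -0.26 to 0.077 for KLF5, -0.049 to 1.18 for TET2, -0.047 to 0.12 for DNMT3A, -0.063 to 0.15 for LAMC1, -0.21 to 0.017 for HIF1A, -0.12 to 0.0089 for SLC2A4 and -0.086 to 0.31 for GPT2. They were -0.0080 to 0.078 for KAT8, -0.35 to 0.057 for KAT6B, -0.31 to 0.062 for HAT1, -0.089 to 0.27 for PDHB, -0.063 to 0.038 for ACLY and -0.39 to 0.051 for ACACA. With limma on log2(TPM + 1), with or without the limit on the mean TPM, the log2 fold change was 0.0083 for KLF5, 0.020 for HIF1A, 0.038 for SLC2A4, 0.060 for KAT5, 0.020 for CS, 0.039 for ME2 and 0.11 for ACLY. On log2(TPM + 0.1) it was 0.0082 for KLF5, 0.022 for HIF1A, 0.060 for SLC2A4, 0.075 for KAT5, 0.0059 for KAT6B, 0.022 for CS, 0.048 for ME2, 0.12 for ACLY and 0.0081 for ACACA. On the rescaled TPM it was 0.012 for SLC2A4, 0.026 for KAT5, 0.00020 for ME2 and 0.070 for ACLY, and with library size only it was 0.0077 for ACLY. All of these TPM values lay above the test on counts, as did the median log2 ratio of all genes in the deposited TPM (by 0.130) and in the rescaled TPM (by 0.081). Apart from this shift in scale, the cause was not tested for these genes.

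Some markers had few counts. DPPA2, HORMAD1, SOX6, NKX2-5, MYOD1, GATA5 and FOXA1 were not tested, and KLF2, KLF4 and TET2 had standard errors of 0.685, 0.615 and 0.528. Of the 10 genes with a direction in the paper that were not tested, LOC521224 is not in the count table, and DNMT3L and TBX2 passed under settings that could test them.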

Differences from the paper's values

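The paper reports 1962 differentially expressed genes, 1020 higher and 942 lower, and the same rule gave 856, 454 and 402. Of the alternatives set before the data were examined, an absolute log2 fold change over 1 came within 1.5 times the paper's counts, with 1694, 909 and 785, and the others did not. Settings chosen after seeing the values also did so, at 2012, 1046 and 966 for all genes with at least 1 count and an absolute log2 fold change over 1, and at 2148, 1103 and 1045 with the exact test in addition.

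In Fig. S2a the paper's log2 fold change of ME2 is about 0.17, read by eye, against -0.076. None of the alternatives planned for this value closed the gap, while limma on log2(TPM + 0.1), planned for other results, gave 0.048 with a standard error of 0.141, the paper's sign and within 1 standard error. For ACLY the paper's value in Fig. S2a is about 0.12, read by eye, against -0.0083. The value took the paper's sign, within 1 standard error of the paper's value, with library size only (0.0077, standard error 0.15), without MC-F7 replicate 1 (0.013), MC-F7 replicate 2 (0.0022) or MT-F7 replicate 3 (0.038), and with limma on log2(TPM + 1) (0.11), and not with the other alternatives planned for it. The same held with limma on log2(TPM + 0.1), with limma on genes with a mean TPM of at least 1, and on the rescaled TPM, a setting chosen after seeing the values. The paper's Pearson correlation between the groups in Fig. 4b is about 0.92, read by eye, against a mean of 0.977. None of the alternatives set before the data were examined closed the gap for the mean. Without a logarithm the mean was 0.951, but single pairs ran from 0.913 to 0.980, a range that includes the paper's value.

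Leaving aside genes that it gives only by RT-PCR or in Fig. S2a, the paper gives a direction in its text or figures for 107 genes. The paper took these directions from the same libraries, so sharing them is no independent evidence. In the deposited TPM values, 105 of the 106 genes present had the paper's direction. Of the 97 genes tested on counts, 96 had the paper's direction and 70 also an adjusted p under 0.05. Among the 27 others, 7 had an unadjusted p under 0.05, 10 passed with the replicate number as a block, and 17 passed under no setting tried. DUSP14 passed with the block alone. CD44 and GPT passed with the block and without MC-F7 replicate 3, and KAT6A, SMARCAD1 and ACSS1 with the block and without MT-F7 replicate 3. STAT3 passed with the DESeq2 test, the likelihood ratio test, the exact test, the block, and without MC-F7 replicate 1 or MT-F7 replicate 3. SLC2A8 passed with these 3 tests, the block, and without replicate 3 of either group. OTX1 passed with the likelihood ratio test, the exact test, the block, without MC-F7 replicate 2, and with the exact test on all genes with at least 1 count, which was chosen after seeing the values. NES passed with the DESeq2 test, the block and the 3 settings of limma on the deposited TPM. PRDM14, TET2, OTX2, DNMT3A, RFX4, TCF3, FGF2, SETDB1, LAMC1, HIF1A, SLC2A6, GPT2, ACSS2, KAT2A, KAT8 and KLF5 were among those that passed under none. KLF5, given by the paper as higher in MT-F7 by RNA-seq and by RT-PCR, had a log2 fold change of -0.12. It was above 0 without MC-F7 replicate 1 or MT-F7 replicate 3 and with the 3 settings of limma on the deposited TPM. CS, PCK2, ME2 and ACLY are not among the 107 genes, and the signs of ME2 and ACLY were opposite to those read from Fig. S2a. CS and PCK2, which the paper gives as higher by RT-PCR, had log2 fold changes of -0.11 and -0.45 (adjusted p = 0.69 and 0.084). CS was above 0 with the same 3 settings of limma, and PCK2 under no setting tried.

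Of the 10 genes not tested, DNMT3L passed with all genes with at least 1 count, with limma on log2(TPM + 0.1), without MC-F7 replicate 3, without any 1 of the MT-F7 replicates, and with the rescaled TPM and the exact test on all genes, which were chosen after seeing the values. TBX2 passed with all genes with at least 1 count, with limma on log2(TPM + 1) and log2(TPM + 0.1), without any 1 of the MC-F7 replicates, without MT-F7 replicate 3, and with the same settings chosen after seeing the values. LOC521224 passed with the 3 settings of limma on the deposited TPM and on the rescaled TPM, chosen after seeing the values. DPPA2, HORMAD1, SOX6, NKX2-5, MYOD1, GATA5 and FOXA1 passed under none.

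The paper lists the genes of Table S4 as differentially expressed. Of the 83 higher genes in the count table, 43 met the rule with an absolute log2 fold change over 1.5, and of the 52 lower genes 22 did. With an absolute log2 fold change over 1, the counts were 82 and 52, and the remaining gene, RASGRP1 (log2 fold change 1.08), met that rule with the likelihood ratio test and the exact test. At an adjusted p under 0.05, 118 of the 135 genes passed without a limit on the fold change. Of the 17 others, the likelihood ratio test and the exact test called SIGLEC1, ITGA9, PPP1R3C, NDP, FAIM2, MSX2, IL18, WNT5A, GNG12 and PDGFC, and the likelihood ratio test alone called GAB2. The replicate block called SIGLEC1, NOS2, PPP1R3C, FAIM2, MSX2 and WNT5A. DESeq2, and all genes with at least 1 count, each called MSX2 and WNT5A, and at least 10 counts in every library called NDP, FAIM2 and PDGFC. Limma on log2(TPM + 1) called NDP, IL18 and PDGFC, and on log2(TPM + 0.1) also GNG12. ITGA9 and IL18 passed without MC-F7 replicate 3, FBP1 without MT-F7 replicate 1, PPP1R3C without MT-F7 replicate 2, and SIGLEC1, NOS2, MSX2 and PAK3 without MT-F7 replicate 3. Of the settings chosen after seeing the values, the rescaled TPM called NDP and PDGFC, and the exact test on all genes with at least 1 count called ITGA9, PPP1R3C, NDP, FAIM2, MSX2, WNT5A, GNG12 and PDGFC. PHLDA2, PBLD and RASGRP1 passed under none.

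In Fig. S4b the paper shows HIF1A at about 8.1 in MC-F7 and about 7.0 in MT-F7, read by eye, against 7.43 ± 1.3 and 7.53 ± 1.09 in the deposited TPM values. Without MC-F7 replicate 3 the MC-F7 mean was 8.11, and without MT-F7 replicate 2 the MT-F7 mean was 6.99. KAT6A is given by the paper both as lower and as not different in MT-F7, and its log2 fold change was -0.42 (adjusted p = 0.19, n = 3 libraries per group, edgeR).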

Other observations

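The splits of the libraries for genes by the paper's rule, genes with both limits, genes named by the paper, RT-PCR genes, gene lists and chromosomes, and the comparison of deposited with rescaled TPM were tests chosen only after the result was seen.

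The 6 libraries make 10 splits into 3 and 3, and 4 of these, the real one included, part all 3 same-numbered pairs. The other 6 part 1 pair. Among the 4, the real split was the only 1 with as many genes at an adjusted p under 0.05 (3016), by the paper's rule (856), with both limits (822), among the genes the paper names (70) and among the RT-PCR genes (9). The other 9 splits gave 0 genes at an adjusted p under 0.05, with 29 to 1049 at the unadjusted p, and 7 to 30 genes by the paper's rule. Genes named by the paper numbered 0 in each, with 0 to 4 at the unadjusted p, and RT-PCR genes 0, with 0 to 3 at the unadjusted p. For the gene lists, 2 of the 4 splits gave as many with an adjusted p under 0.05 as the real split (6 of 7), and the other 9 splits gave 2 to 7. Each of these 9 splits still has 2 libraries of one group on each side, so it keeps part of the difference between the groups, and a list that passes there need not be a false call. This cannot account for the mitochondrial oxidative phosphorylation list, which did not differ in the real split (adjusted p = 0.86, median -0.016). Camera passed it in 6 of the other 9 splits, down to an adjusted p of 1.7e-15, with medians up to 0.570 in size. Camera can therefore also pass a list for variation between libraries that does not follow the groups. The glycolysis and extracellular matrix lists each passed in 8 of the other 9 splits, where the largest medians were 0.707 and 0.443 in size, against 1.15 and 0.84 in the real split. The smallest share that 10 splits can give is 0.1, and 0.25 among the 4.

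The paper proposes that some MT-F7 cells turned into feeder-like cells. Carry-over of RNA from living feeders would instead lower fibroblast markers in MT-F7, where the feeders are fixed. The 25 markers were higher in MT-F7 (adjusted p = 9.2e-04, 3.8e-05 to 0.015 over the alternatives, 20 of 25 genes higher, median log2 fold change 0.43). Among the other 9 splits camera gave an adjusted p under 0.05 for this list in 3, down to 2.6e-05, and the largest median was 0.327 in size. A rise of these genes in the F7 cells would hide carry-over into MC-F7, and mouse and bovine reads were not told apart in the counts, so the test cannot exclude carry-over.

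Lower hypoxia signalling is a candidate explanation for the lower glycolytic enzymes. Hypoxia-induced genes outside glycolysis were lower as well (adjusted p = 6.4e-10, up to 0.0011 over the alternatives, 18 of 22 genes lower, median log2 fold change -0.86, all 3 MT-F7 libraries below every MC-F7 library). Among the other 9 splits camera gave an adjusted p under 0.05 for this list in 7, and the largest median was 0.569 in size. The test does not show which change came first, and oxygen was not measured in these samples. The medium of MT-F7 was also changed less often (every other day against every day). Effects of the feeders and of the feeding schedule therefore cannot be told apart.

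The deposited TPM values keep the difference in library size. Genes that the paper gives only by RT-PCR or in Fig. S2a were left aside here. Of the other genes that the paper names as changed, 106 are in the TPM table. Rescaling each library to 1000000 changed the direction of 2 of these 106, KLF5 (ratio of MT-F7 to MC-F7 from 1.02 to 0.983) and HIF1A (from 1.01 to 0.979). For these 2 genes the direction depends on the scaling, as it would for any gene with a ratio this close to 1. KLF5 had the paper's direction only before rescaling and HIF1A only after it, and both ratios are smaller than the spread between libraries.

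A gained or lost chromosome would shift the median of its genes. Of 30 chromosomes, 0 had an adjusted p under 0.05 (4 at the unadjusted permutation p), and the largest shift was 0.0917 on the log2 scale, under the 0.3 set as the limit. Among the 4 splits that part all pairs, 1 (the real one) gave a shift as large, and over all 10 splits 3 did. Without MT-F7 replicate 3, 3 chromosomes had an adjusted p under 0.05, with shifts from -0.095 to 0.084.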
